# Targeted Disruption of Ing2 Results in Defective Spermatogenesis and Development of Soft-Tissue Sarcomas

**DOI:** 10.1371/journal.pone.0015541

**Published:** 2010-11-19

**Authors:** Motonobu Saito, Kensuke Kumamoto, Ana I. Robles, Izumi Horikawa, Bungo Furusato, Shu Okamura, Akiteru Goto, Taro Yamashita, Makoto Nagashima, Tin-Lap Lee, Vanessa J. Baxendale, Owen M. Rennert, Seiichi Takenoshita, Jun Yokota, Isabell A. Sesterhenn, Glenwood E. Trivers, S. Perwez Hussain, Curtis C. Harris

## Abstract

ING2 (inhibitor of growth family, member 2) is a member of the plant homeodomain (PHD)-containing ING family of putative tumor suppressors. As part of mSin3A-HDAC corepressor complexes, ING2 binds to tri-methylated lysine 4 of histone H3 (H3K4me3) to regulate chromatin modification and gene expression. ING2 also functionally interacts with the tumor suppressor protein p53 to regulate cellular senescence, apoptosis and DNA damage response *in vitro*, and is thus expected to modulate carcinogenesis and aging. Here we investigate the developmental and physiological functions of Ing2 through targeted germline disruption. Consistent with its abundant expression in mouse and human testes, male mice deficient for *Ing2* showed abnormal spermatogenesis and were infertile. Numbers of mature sperm and sperm motility were significantly reduced in *Ing2* ^−/−^ mice (∼2% of wild type, *P*<0.0001 and ∼10% of wild type, *P*<0.0001, respectively). Their testes showed degeneration of seminiferous tubules, meiotic arrest before pachytene stage with incomplete meiotic recombination, induction of p53, and enhanced apoptosis. This phenotype was only partially abrogated by concomitant loss of p53 in the germline. The arrested spermatocytes in *Ing2* ^−/−^ testes were characterized by lack of specific HDAC1 accumulation and deregulated chromatin acetylation. The role of Ing2 in germ cell maturation may extend to human ING2 as well. Using publicly available gene expression datasets, low expression of ING2 was found in teratozoospermic sperm (>3-fold reduction) and in testes from patients with defective spermatogenesis (>7-fold reduction in Sertoli-cell only Syndrome). This study establishes ING2 as a novel regulator of spermatogenesis functioning through both p53- and chromatin-mediated mechanisms, suggests that an HDAC1/ING2/H3K4me3-regulated, stage-specific coordination of chromatin modifications is essential to normal spermatogenesis, and provides an animal model to study idiopathic and iatrogenic infertility in men. In addition, a bona fide tumor suppressive role of Ing2 is demonstrated by increased incidence of soft-tissue sarcomas in *Ing2^−^* ^/*−*^ mice.

## Introduction

ING2 (inhibitor of growth family, member 2) plays pivotal roles in the regulation of cellular senescence, apoptosis, DNA damage repair, gene transcription and chromatin modification [1], [2]. Our previous *in vitro* studies on cellular senescence suggested that ING2 functionally interplays with the p53 tumor suppressor protein in two different manners: endogenous ING2 inhibits senescence and the transcriptional repression of *ING2* by p53 abrogates this inhibition [3]; and overexpressed ING2 enhances p53 acetylation and stability to induce senescence [4], [5]. ING2, as a subunit of the mSin3A-HDAC1 (histone deacetylase 1) complex, specifically binds to tri-methylated lysine 4 of histone H3 (H3K4me3) via its plant homeodomain (PHD) finger and regulates gene expression through chromatin modifications in response to DNA damage [6], [7]. Although these findings imply that ING2 may contribute *in vivo* to p53-regulated processes, as well as developmental and homeostatic processes involving chromatin regulation, the *in vivo* physiological roles of ING2 have not been experimentally examined.

Spermatogenesis, a series of spermatogenic cell differentiation steps from spermatogonia to mature spermatozoa in the testes, is a process tightly regulated by chromatin modifications [8], [9]. Enzymes that modify histone methylation, including Meisetz (an H3K4 tri-methyltransferase) [10], G9a [a mono- and di-methyltransferase on lysine 9 of histone H3 (H3K9)] [11], and Suv39h1 and Suv39h2 (H3K9 tri-methyltransferases) [12], are essential for normal germ cell development in mice. The stage-specific acetylation profiles of several lysine residues on core histones, i.e., acetylation in spermatogonia and deacetylation during differentiation from leptotene to pachytene stages, are also critical to normal spermatogenesis in mice [8], [13]. Consistently, HDAC inhibitors impaired male fertility in mice through loss of pachytene spermatocytes and increased apoptosis [14], [15], [16]. Such dynamic regulation of chromatin modifications during spermatogenesis is not limited to mice: the H3K4 methylation profiles during spermatogenesis were very similar between mice and non-human primates [17]. Misregulated histone acetylation is associated with defective spermatogenesis in humans [18], suggesting that chromatin-mediated regulation is a conserved mechanism from rodents to humans. However, no specific gene defect has been identified in humans as responsible for spermatogenic defect due to aberrant chromatin regulation [19].

In this study, our generation and characterization of *Ing2*-deficient mice reveal that ING2 plays an essential *in vivo* role in mammalian spermatogenesis, which is attributed to its functional interaction with p53 and chromatin regulation. The relevance in humans is underscored by bioinformatics analysis revealing low ING2 expression in men with infertility and defective spermatogenesis. In addition, loss of Ing2 resulted in high incidence of soft-tissue sarcomas, particularly histiocytic sarcomas, demonstrating, for the first time, a tumor suppressor role for Ing2.

## Results

### ING2 is expressed abundantly in mouse and human testes

Quantitative RT-PCR (qRT-PCR) analysis of Ing2 mRNA expression in normal mouse tissues demonstrated a tissue-specific expression pattern, with testis showing the highest level of Ing2 (Fig. 1A), as has been reported in humans [20]. Immunohistochemical (IHC) staining of human testis sections showed that the cells in seminiferous tubules expressed higher levels of ING2 protein than the interstitial cells (Fig. 1B, Fig. S1). These data indicate that germ cells are the major source of ING2 expression in mouse and human testes.

**Figure 1:**
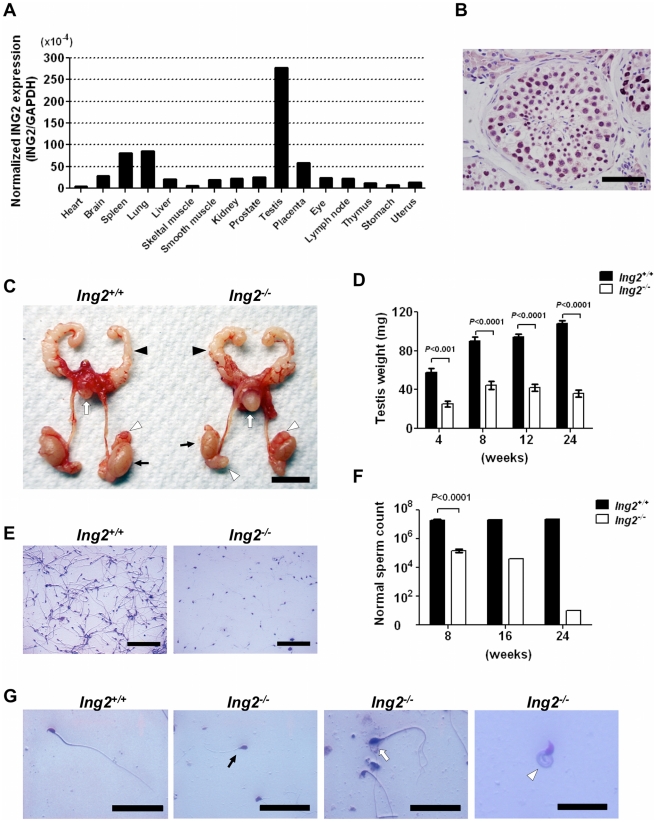
Testicular atrophy and semen abnormalities in *Ing2^−/−^* mice. (A) ING2 is abundant in testes. qRT-PCR analysis of ING2 expression in mouse tissues. ING2 expression levels (normalized to GAPDH) are shown on a scale of 10^−4^. (B) Immunohistochemical (IHC) staining of ING2 protein in a normal human testis section. Positive nuclear staining is evident in the seminiferous tubule. Scale bar is 100 µm. (C) Morphology of reproductive organs from 8-week-old *Ing2^+/+^* and *Ing2^−/−^* male mice. The seminal vesicles (black arrowheads), bladder (white arrows), epididymis (white arrowheads), testes (black arrows) are demonstrated. Scale bar, 1 cm. (D) Testis weight during postnatal development of *Ing2^+/+^* and *Ing2^−/−^* mice. Student's *t* test, n = 5 per group. Error bars are s.e.m. (E) Semen in *Ing2^+/+^* and *Ing2^−/−^* mice. Scale bars, 100 µm. (F) Numbers of normal spermatozoa in semen during postnatal development of *Ing2^+/+^* and *Ing2^−/−^* mice. Data are mean from n = 3 (8 weeks) or n = 2 (16 and 24 weeks). Error bars are s.e.m. (G) Normal and abnormal spermatozoa from *Ing2^+/+^* and *Ing2^−/−^* mice, respectively. The leftmost panel (*Ing2^+/+^*) shows mature normal spermatozoon with a characteristic, hook-shaped nucleus, straight mitochondrial sheath and straight tail. The right three panels (*Ing2^−/−^*) show morphologically abnormal, immature spermatozoa, including ones with a round head and a short tail (black arrow), a large head and multiple tails (white arrow), and a tail coiled (white arrowhead). Scale bars are 50 µm in the left three panels and 25 µm in the rightmost panel.

### Generation of *Ing2*-deficient mice

To examine the *in vivo* developmental and physiological roles of ING2, with particular interest to testicular development and function, mouse *Ing2* gene was knocked out using a Cre-loxP recombination system (Fig. S2A). DNA genotyping (Fig. S2B), qRT-PCR analysis (Fig. S2C) and western blot analysis (Fig. S2D) confirmed the generation of mice with wild-type *Ing2* (+/+), heterozygous for *Ing2* knockout (+/−) and homozygous for *Ing2* knockout (−/−). In crosses between heterozygous mice, the occurrences of *Ing2^+/+^*, *Ing2^+/−^* and *Ing2^−/−^* genotypes were 27% (154 out of 570), 56% (319 out of 570) and 17% (97 out of 570), respectively, showing a slight deviation from the expected Mendelian distribution and indicating that Ing2 deficiency may have a mild adverse effect on embryonic or prenatal development.

### *Ing2*-deficient males are infertile

The postnatal growth of *Ing2^−/−^* mice was indistinguishable from that of their *Ing2^+/+^* littermates. *Ing2^−/−^* mice had significantly smaller testes than those of *Ing2^+/+^* mice throughout their life (Fig. 1C,D and Table 1, *P*<0.001), but did not show any gross abnormalities in other organs, including seminal vesicles, epididymides and vasa deferens (Fig. 1C, Table 1). The small-sized testes of *Ing2^−/−^* mice were not due to serum testosterone levels (Table 1).

**Table 1:** Weight of organs, serum testosterone levels, and sperm parameters in *Ing2^+/+^* and *Ing2^−/−^* male mice.

		*Ing2^+/+^*	*Ing2^−/−^*	*P* value^a^
Total body weight (g)^b^		25.9±4.0	23.6±1.4	NS
Organ Weight (mg)b, c	Brain	321±10.8	312±8.6	NS
	Thymus	79.2±30.1	59.6±6.8	NS
	Lung	86.1±6.3	76.1±14.6	NS
	Heart	153±16.9	143±37.7	NS
	Spleen	103±19.8	79.4±7.7	NS
	Kidney	192±27.3	167±12.9	NS
	Liver	1539±432	1353±176	NS
	Stomach	234±32.3	221±77.4	NS
	Intestine, pancreas, mesenterium	2303±248	2027±448	NS
	Seminal vesicle	105±19.4	83.1±11	NS
	Bladder and prostate	132±22.7	108±19.0	NS
	Epididymis	19.5±2.6	17.9±7.1	NS
	Testis	91.8±13.6	45.2±11.2	0.0004
Serum testosterone (ng/dl)^d^	8 wks	88.6±22	135±48	NS
	26 wks	66.4±17	44.8±19	NS
Sperm parameters^e^	Total no. of cells(x10^6^)	44.4±5.8	9.8±1.7	0.005
	No. of normal sperm (x10^6^)	32±7.5	0.7±0.2	<0.0001
	Sperm motility (%)	91.0±4.3	11.4±3.2	<0.0001

a Student's *t* test, NS; Not significant.

b 8-week-old mice were examined. n = 5 per group. Values are means ± SD.

c The wet weights of paired organs were averaged for each mouse, and this single value was used to calculate mean ± SD among same genotype.

d n = 5 per group. Values are means ± SD.

e n = 3 per group. Values are means ± SD.

When 8-week-old *Ing2^+/+^*, *Ing2^+/−^* and *Ing2^−/−^* mice were mated, *Ing2^−/−^* male mice were revealed to be infertile, while *Ing*2^+/*−*^ male and *Ing*2*^−^* ^/*−*^ female mice were fertile. The number of normal sperm found in semen from epididymis and vas deferens in 8-week-old *Ing2^−/−^* males was only approximately 2% of that in age-matched *Ing2^+/+^* control (Fig. 1E, F and Table 1, *P*<0.0001). The low sperm count in *Ing2^−/−^* mice became more severe with aging (Fig. 1F). In *Ing2^−/−^* mice, the sperm motility was also severely impaired (Table 1, *P*<0.0001) and almost all spermatozoa showed abnormal morphologies, such as round heads, short tails, large heads, multiple tails and tail coiling (Fig. 1G). Thus, male infertility in *Ing2^−/−^* mice is attributed to quantitative and qualitative defects in mature spermatozoa.

### *Ing2^−/−^* testes show degeneration of seminiferous tubules

Histological analysis showed normal germ cell development in seminiferous tubules in *Ing2^+/+^* testes (Fig. 2A,B). In contrast, *Ing2^−/−^* testes exhibited seminiferous tubule degeneration, germ cell under-population (Fig. 2C,D) with Leydig cell hyperplasia, apoptotic cells and multinucleated giant cells (Fig. 2E). In *Ing2^−/−^* seminiferous tubules, spermatogonia are present in low numbers and in some tubules various developmental stages can be seen up to round spermatid. The major cell stage observed in these tubules is spermatocyte with large dense nuclei (Fig. 2D, 2B, black arrows). However, postmeiotic cell types such as round and elongated spermatids (Fig. 2B, white allow) were scarcely observed in *Ing2^−/−^* tubules (Fig. 2D), suggesting a spermatogenesis arrest at meiotic phase in most tubules. Observation of the epididymal wall also suggests that the cellular organization of this structure is also compromised in *Ing2^−/−^* mice. While mature spermatozoa were present in the epididymides of *Ing2^+/+^* mice, hypospermia was observed in *Ing2^−/−^* (Fig. 2F).

**Figure 2:**
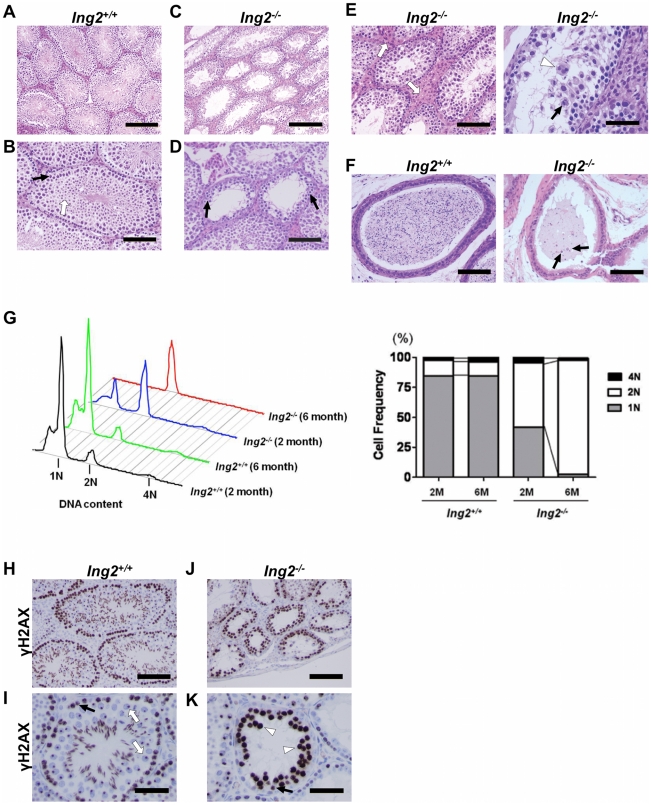
Degeneration of seminiferous tubules and meiotic arrest in *Ing2^−/−^* testes. (A–E) Histological analysis of testis sections from 8-week-old *Ing2^+/+^* (A, B) and *Ing2^−/−^* (C–E) mice by hematoxylin and eosin (H&E) staining. Black arrows in (B) and (D) indicate spermatocytes with large, condenced nuclei. The white arrow in (B) indicates spermatids, which are missing in (D). In (E), Leydig cell hyperplasia (white arrows), apoptotic cell (black arrow) and multinucleated giant cell (white arrowhead) are indicated. Scale bars are 200 µm in (A) and (C), 100 µm in (B), (D) and (E, left), and 50 µm in (E, right). (F) Histological analysis of epididymis from 8-week-old *Ing2^+/+^* and *Ing2^−/−^* mice by H&E staining. Scale bars, 100 µm. Black arrows indicate degenerated round cells in *Ing2^−/−^* epididymis. (G) Flow cytometric analysis of testis cells isolated from 2- and 6-month-old *Ing2^+/+^* and *Ing2^−/−^* mice. The flow cytograms (left) demonstrate three peaks; 1N peak representing round and elongated spermatids, 2N peak representing somatic cells, spermatogonia and secondary spermatocytes, and 4N peak representing primary spermatocytes, including leptotene, zygotene and pachytene stages. The data are shown as percentage of 1N, 2N and 4N cell fractions (right). (H–K) Phosphorylated histone H2AX (γ-H2AX) staining in testes from 8-week-old *Ing2^+/+^* (H, I) and *Ing2^−/−^* (J, K) mice. Normal leptotene and zygotene spermatocytes with positive γ-H2AX staining [black arrows in (I) and (K)] develop into pachytene spermatocytes in *Ing2^+/+^* testes [white arrows in (I)], which have a γ-H2AX focus corresponding to the sex body but are otherwise negative for γ-H2AX staining [21]. In *Ing2^−/−^* testes, γ-H2AX-positive, abnormal spermatocytes accumulate [white arrowheads in (K)] without development into pachytene spermatocytes. Scale bars are 100 µm in (H) and (J), and 50 µm in (I) and (K).

*Ing2^+/+^* and *Ing2^−/−^* testes were histologically examined throughout the mouse lifespan (Fig. S3). While *Ing2^+/+^* seminiferous tubules developed normally and became completely populated with all stages of germ cells by 6 to 8 weeks, most *Ing2^−/−^* tubules remained devoid of germ cells and/or disorganized at the same age. Analysis at 6 through 24 months of age reveals that *Ing2^+/+^* tubules maintained normal germ cell development. *Ing2^−/−^* tubules, however, underwent progressive degeneration and germ cell depletion, eventually showing a Sertoli-cell-only pathology at 24 months. When the epididymis was examined at 24 months, mature spermatozoa were present in *Ing2^+/+^*, while the *Ing2^−/−^* epididymis displayed an aspermic phenotype.

### Meiotic arrest and impaired meiotic recombination in *Ing2^−/−^* testes

DNA contents were analyzed in cells from 2- and 6-month-old *Ing2^+/+^* and *Ing2^−/−^* testes (Fig. 2G). *Ing2^−/−^* testes showed reduced 1N fractions (representing round and elongated spermatids) at 2 months of age, which were almost absent at 6 months. A relative increase in 2N fractions (spermatogonia and somatic cells) in *Ing2^−/−^* testes can be attributed to a failure to complete meiosis II as well as to the presence of somatic cells associated with Leydig cell hyperplasia and Sertoli-cell-only tubules in degenerated seminiferous tubules. An apparent loss of 4N fractions (spermatocytes) in *Ing2^−/−^* testes became evident at 6 months that can be attributed to premature loss of germ cells with ageing. Immunohistochemical (IHC) staining of phosphorylated histone H2AX (γ-H2AX) marked DNA double-strand breaks at leptotene stage associated with meiotic recombination [21], [22] in both *Ing2^+/+^* and *Ing2^−/−^* testes [Fig. 2H-K; black arrows in (I) and (K)]. The γ-H2AX signals were diminished at pachytene stage in *Ing2^+/+^* seminiferous tubules [Fig. 2H,I; white arrows in (I)], as normally expected with the completion of meiotic recombination [21], [22]. In contrast, *Ing2^−/−^* seminiferous tubules were defective in progression to the γ-H2AX-negative pachytene stage (Fig. 2J,K) and instead contained spermatocytes with abnormally accumulated γ-H2AX (Fig. 2K, white arrowheads). These results are consistent with the histopathological observations described above, and indicate a failure to complete meiosis, as well as a progressive loss of germ cells with aging in *Ing2^−/−^* mice.

### Gene expression profiles in *Ing2^−/−^* testes are consistent with spermatogenesis arrest

Gene expression profiling by mRNA microarray analysis using whole testis RNA identified 619 genes differentially expressed (381 downregulated and 238 upregulated, *P*<0.001, FDR<0.04) in *Ing2^−/−^* testes compared with *Ing2^+/+^* testes (GSE18610 at http://www.ncbi.nlm.nih.gov/geo/). 

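Whole testis RNA from 3 Ing2+/+ and 5 Ing2−/− mice at 2 to 3 months of age was hybridized to Affymetrix Mouse Gene ST arrays, 1 array per mouse. These arrays carry probes along the length of each transcript, and whole testis RNA holds the transcripts of all testis cells together. The authors normalized the arrays with RMA (robust multi-array average). RMA corrects background, brings the arrays to a common distribution and summarizes the probes of a gene on the log2 scale. The deposited log2 levels of 35557 probe sets were used as they stand, without centring. Array medians lay between 6.41 and 6.45 (log2) in Ing2+/+ testes and between 6.46 and 6.53 in Ing2−/− testes. Across probe sets, which are not independent replicates, the Ing2+/+ arrays had a mean Pearson r with each other of 0.998. The Ing2−/− arrays had 0.991 to 0.993 except replicate 3, which had 0.981 with the other Ing2−/− arrays. Levels were compared with limma, which fits a linear model to each probe set and draws its variance toward that of all probe sets. Fold changes are Ing2−/− minus Ing2+/+ on the log2 scale. A gene is called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 over all probe sets. Of the probe sets, 21789 carried exactly 1 gene symbol in the annotation used, 1621 carried several and 12147 none. Only the first kind names a gene here, which gave 19939 genes. For the 998 genes with more than 1 such probe set, the brightest over all arrays stands for the gene. The number of arrays limits the precision, and an exact two-sided test of 3 against 5 arrays cannot give a p below 0.0179.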

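In Ing2−/− testes 993 genes were called, 392 higher and 601 lower than in Ing2+/+ testes. Serpina3n, an acute-phase serine protease inhibitor, rose most, from 6.54 ± 0.10 (SD, n = 3) to 8.89 ± 0.80 (SD, n = 5) on the log2 scale, a log2 fold change of 2.36 (SE 0.398, adjusted p = 0.0210 from limma). The other 11 of the 12 largest increases were Rarres1 (1.43), 2610005L07Rik (1.29), the stearoyl-CoA desaturase Scd1 (1.23), the serine protease inhibitor Serpina5 (1.20), 1600014C10Rik (1.18), the membrane glycoprotein Emb (1.17), the cholesterol exporter Abca1 (1.11), the lipase Lipg (1.09), the fatty acid desaturase Fads1 (1.06), the tyrosine-degrading enzyme Fah (1.06) and Sfi1 (1.02). Their adjusted p-values from limma ran from 7.72e-04 for Fah to 0.0458 for Serpina5. After Ing2, the largest measured decreases were those of Mdga2, a cell adhesion protein, with a log2 fold change of −2.07 (SE 0.148, adjusted p = 7.72e-04 from limma), Gm9833 (−1.89), Efcab1 (−1.78) and 1700021F07Rik (−1.75). Gm2511 (−1.56), the Y-linked Srsy (−1.55), Scgb2b23-ps (−1.53), 1700061I17Rik (−1.52), the glycogen branching enzyme Gbe1 (−1.50) and Loxhd1 (−1.46) fell next after Asb4. The Ing2−/− levels of Mdga2 (4.90), Scgb2b23-ps (4.97) and Gm9833 (5.02) lie below the median of the probe sets without a gene symbol on each Ing2−/− array (5.54 to 5.62). They are not shown to be above background, so the sizes and the order of these decreases are those measured and not exact. A second probe set of Mdga2 had −0.73, and a second one of Loxhd1 had −0.07 and was not called. Of the called genes, 74 were at least 2-fold lower and 12 at least 2-fold higher. In replicate 3, whose profile stands apart, Serpina3n lay 3.56 above the Ing2+/+ mean against 2.06 in the other Ing2−/− arrays, whereas Fah lay 1.08 and 1.05 above it. At the unadjusted p under 0.001 of the methods, limma gave 954 probe sets, 292 higher and 662 lower, with a largest adjusted p of 0.0373, and 548 genes, 176 higher and 372 lower. In 6308 genes (31.6%) the 2 groups did not overlap, where chance gives 3.57%. The number of called genes was 3287 without Ing2−/− replicate 3, 473, 544 and 213 without Ing2−/− replicates 1, 2 and 5, and 49, 40 and 149 without Ing2+/+ replicates 1, 2 and 3. Ing2, Fah, Mdga2, Gm9833, Efcab1, 1700021F07Rik and Loxhd1 were called whichever array was left out. A measure of the cell mix, the Sertoli marker score minus the mean of both spermatid scores, was used as a covariate after the data had been seen. With it 116 genes were called, among them these 7 and Asb4, Rarres1, 2610005L07Rik, Gm2511, Srsy and Gbe1. The other increases and decreases named here were not, and Serpina3n (1.29), Fads1 (0.62), Serpina5 (0.58), Emb (0.52), Abca1 (0.43) and Lipg (0.43) were smaller by over 1.5 times. In contrast, 1600014C10Rik (1.40) and Scgb2b23-ps (−1.46) lost their calls with changes about as large as without it or larger. Scd1 (0.95) and 1700061I17Rik (−1.20) also lost theirs, with changes smaller by less than 1.5 times. The cell mix measure ran from −0.017 to 0.010 in Ing2+/+ and from 0.446 to 1.85 in Ing2−/− arrays. It thus separates the genotypes by itself. Calls lost or changes made smaller with it, here and below, cannot tell the cell mix from the genotype. With the variance of each probe set alone 142 genes were called, among them these 7, Asb4 and 2610005L07Rik, but none of the others named here. Serpina5 lost its call after cyclic loess (adjusted p = 0.0508), and Serpina5, Lipg and 1700061I17Rik with an intensity trend and robust estimation (up to 0.0516). With the mean of all its probe sets Loxhd1 had −0.76. The share of higher genes among the calls, 39.5%, ran from 10.0% (4 higher, 36 lower) without Ing2+/+ replicate 2 to 52.9% (1739 higher, 1548 lower) without Ing2−/− replicate 3. It was 54.9% with array weights (2256 higher, 1852 lower), 24.2% after cyclic loess normalization (289 higher, 905 lower) and 0.0844% with every array shifted to an equal median of Sertoli cell markers (12 higher, 14207 lower). This shift moved the median of all genes from 0.02 to −0.57 and ended the calls of Fah, 1600014C10Rik and Sfi1.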

*Ing2* was the most downregulated gene (Table S1), confirming the validity of the experimental system. 

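Ing2 had a log2 level of 7.46 ± 0.13 (SD, n = 3) in Ing2+/+ testes and of 5.29 ± 0.22 (SD, n = 5) in Ing2−/− testes. The Ing2−/− mean also lies below the median of the probe sets without a gene symbol on each Ing2−/− array, so how much of it is Ing2 transcript and how much background is not known. The Ing2+/+ arrays ranged from 7.34 to 7.60 and the Ing2−/− arrays from 5.06 to 5.64, so that every Ing2−/− testis lay below every Ing2+/+ testis (exact permutation test, two-sided p = 0.0179). The log2 fold change was −2.16 (SE 0.127, adjusted p = 3.95e-04 from limma), the largest measured decrease of the 19939 genes. Among all probe sets, 1 without a single gene name fell further, by 2.54 on the log2 scale. The targeted allele lacks exon 2 of Ing2. Which exons the probes of this probe set cover is not given in the sources used here, so the level is that of the transcript as the array measures it and not that of the deleted exon.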

A genelist consisting of genes differentially expressed in *Ing2^−/−^* testes was used to query a database of gene expression profiles during mouse spermatogenesis, including spermatogonia, spermatocytes and spermatids, as well as Sertoli cells, whole seminiferous tubules, and whole testes [GermOnline, http://www.germonline.org [23]]. There was a significant correlation (nonparametric Spearman correlation *P*<0.0001) between gene expression in *Ing2^−/−^* testes and gene expression during mouse spermatogenesis. Specifically, genes differentially expressed in *Ing2^−/−^* testes were positively correlated with genes expressed in Sertoli cells (Spearman r = 0.72 and spermatogonia (Spearman r = 0.70), but negatively correlated with genes expressed in spermatocytes (Spearman r = −0.25) and spermatids (Spearman r = −0.74). These expression profiles further validate the conclusions from our histopathological and IHC findings that indicate failed differentiation of spermatocytes as the major defect caused by Ing2 deficiency.

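Compared with all other genes by limma's camera at a preset correlation, lists of spermatid and pachytene spermatocyte markers were shifted down in Ing2−/− testes, and lists of Sertoli, Leydig, endothelial and macrophage markers up. None of these shifts held with an estimated correlation, and few single markers were called. The 27 measured markers of round spermatids had a median log2 fold change of −0.39 (adjusted p = 2.64e-07 from camera; adjusted p = 0.350 with an estimated correlation). Limma called Catsper1, a subunit of the calcium channel of sperm, lower at −0.74 (SE 0.175, adjusted p = 0.0498), the random variance model of the methods called 0, and 12 members were lower when adjusted over the list alone (16 at an unadjusted p under 0.05). The 28 markers of elongating spermatids and sperm had a median of −0.26 (adjusted p = 1.71e-06 from camera; adjusted p = 0.407 with an estimated correlation). Limma and the random variance model called 0 of them, adjusted over the list alone there were 0, and 7 were lower at an unadjusted p under 0.05, the sperm tail proteins Akap4 (−0.41) and Cabs1 (−0.36) having the smallest p. For the 22 markers of pachytene spermatocytes the median was −0.19 (adjusted p = 1.50e-04 from camera; adjusted p = 0.408 with an estimated correlation), with the chaperone Hspa2 called lower at −0.40 (adjusted over the list alone, 4 lower).

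Among somatic markers, the 23 genes of Sertoli cells had a median log2 fold change of 0.48 (adjusted p = 9.83e-07 from camera; adjusted p = 0.350 with an estimated correlation), with Defb36 called higher at 0.69 (SE 0.123, adjusted p = 0.0240 from limma) and 12 higher when adjusted over the list alone. Of 14 Leydig cell genes, 5 were called higher (adjusted over the list alone, 7), with a median of 0.52 (adjusted p = 1.50e-04 from camera; adjusted p = 0.350 with an estimated correlation). The called ones encode proteins of steroid synthesis, Hsd17b3 (0.94), Cyp11a1 (0.83), Hsd3b1 (0.80), Cyp17a1 (0.60) and Fdx1 (0.48), the last named after its value was seen. The 10 endothelial genes had a median of 0.19 (adjusted p = 0.0188 from camera; adjusted p = 0.350 with an estimated correlation), with the VEGF receptor Kdr called higher at 0.49 (adjusted over the list alone, 3 higher). The 14 macrophage genes had a median of 0.31 (adjusted p = 0.00881 from camera; adjusted p = 0.350 with an estimated correlation), with 0 called by limma or the random variance model. Adjusted over the list alone 3 were higher, and 6 at an unadjusted p under 0.05, led by Mrc1 (0.40) and Cd68 (0.38). With arrays shifted to an equal Sertoli marker median, the medians of these 4 somatic lists, and Kdr, Mrc1 and Cd68, lay below 0 but above the median of all genes.

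Other lists did not pass camera. The 22 spermatogonial genes had a median of 0.08 (adjusted p = 0.128 from camera), with Sohlh2 called lower at −0.31 (adjusted over the list alone, 4 higher and 2 lower). The 27 genes of meiotic recombination and the synaptonemal complex had a median of −0.07 (adjusted p = 0.0554), with the helicase Hfm1 (−0.85) and Mei1 (−0.33) called lower (adjusted over the list alone, 3 lower). That list passed without Ing2+/+ replicate 2 or Ing2−/− replicate 1, 4 or 5, with adjusted p-values from 0.0214 to 0.201 and medians from −0.12 to −0.01 over the 8 fits that leave out 1 array. The list also passed with the replicate number as a block (median −0.15, adjusted p = 0.00307 from camera), which leaves numbers 1, 2 and 3 to carry the comparison. The median was −0.01 without Ing2−/− replicate 3, whose score was −0.35 against −0.06 in the other Ing2−/− arrays. The 10 peritubular myoid genes had a median of 0.22 (adjusted p = 0.118), with 0 called by limma or the random variance model and 0 when adjusted over the list alone. At an unadjusted p under 0.05 there were 5 higher and 1 lower, Myl9 (0.49) and Actg2 (−0.48) among them. The 15 epididymal genes had a median of 0.003 and a mean of 0.09 while camera's direction was down (adjusted p = 0.811). There, 0 were called by limma or the random variance model, 0 when adjusted over the list alone and 1 lower at an unadjusted p under 0.05. Adam7 had 0.79 and Rnase10 −0.31. With 1 array left out Adam7 had as little as 0.35, its most distant Ing2−/− array being replicate 4. The mean levels of both genes lie below the median of the probe sets without a gene symbol in both groups, so the sizes of these changes are not exact. The epididymal score was highest in Ing2−/− replicate 4. With arrays shifted to an equal Sertoli marker median, the medians of all 4 lists and Myl9 lay below 0.

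Ing2−/− replicate 3 differed most. Its mean Sertoli marker level was 1.08 above the Ing2+/+ mean (log2) against 0.36 in the other Ing2−/− arrays, its round spermatid level −0.88 against −0.27 and its elongating spermatid level −0.66 against −0.17. Without it, the elongating spermatid median was −0.16, and limma called 11 round spermatid, 4 elongating spermatid and 5 pachytene genes lower, and 13 Sertoli, 6 Leydig, 4 macrophage, 3 myoid and 1 endothelial gene higher, and 1 myoid gene lower. The calls of the markers named here, Fdx1 aside, were lost without any 1 of the 3 Ing2+/+ arrays, the adjusted p of Catsper1 reaching 0.162 and that of Defb36 0.113. Those of Catsper1, Hspa2, Hsd17b3, Cyp11a1 and Cyp17a1 were also lost without Ing2−/− replicate 1, 2 or 5, of Hsd3b1 without 1 or 5, of Kdr without 1 or 2, of Defb36 without 5, of Hfm1 without 2 or 5, of Sohlh2 without 2, 4 or 5 and of Mei1 without 1, 4 or 5. Each was lost with the variance of each probe set alone, and with the cell mix as a covariate, a measure that holds Catsper1 and Defb36. With that covariate Hfm1 had −0.48, Cyp11a1 0.46, Hsd17b3 and Hsd3b1 0.39, Cyp17a1 0.30, Catsper1 −0.27 and Hspa2 −0.22. Defb36 (0.49), Kdr (0.34) and Mei1 (−0.30) kept more of their change there. Sohlh2 did too, its smallest decrease over all alternatives being −0.26. Catsper1, Hsd17b3, Sohlh2 and Mei1 lost their calls with an intensity trend and robust estimation, and Hsd17b3 and Cyp17a1 after cyclic loess. Defb36, Kdr and the 4 Leydig genes lost theirs with arrays shifted to an equal Sertoli marker median. Catsper1, which has 1 probe set, also lost its call with the mean of all probe sets of a gene, at an unchanged −0.74 (adjusted p = 0.0516 from limma). With arrays shifted to an equal Sertoli marker median, the pachytene and elongating spermatid lists had adjusted p-values of 0.185 and 0.0570 from camera. By fry, the pachytene, both spermatid, the Sertoli and the Leydig lists had adjusted p-values from 0.0546 to 0.148. The endothelial list had 0.526 among probe sets above the median level and 0.0515 after cyclic loess. By flow cytometry the paper reports a smaller spermatid fraction in Ing2−/− testes at 2 months. It also reports a relatively larger fraction of spermatogonia and somatic cells, so the cell mix differed there. In the paper, histology and immunostaining point to a failure of spermatocytes to differentiate as the main defect. The paper takes its correlations with the GermOnline profiles of testis cells, which were not analysed here, as further backing.

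**Figure D1:**
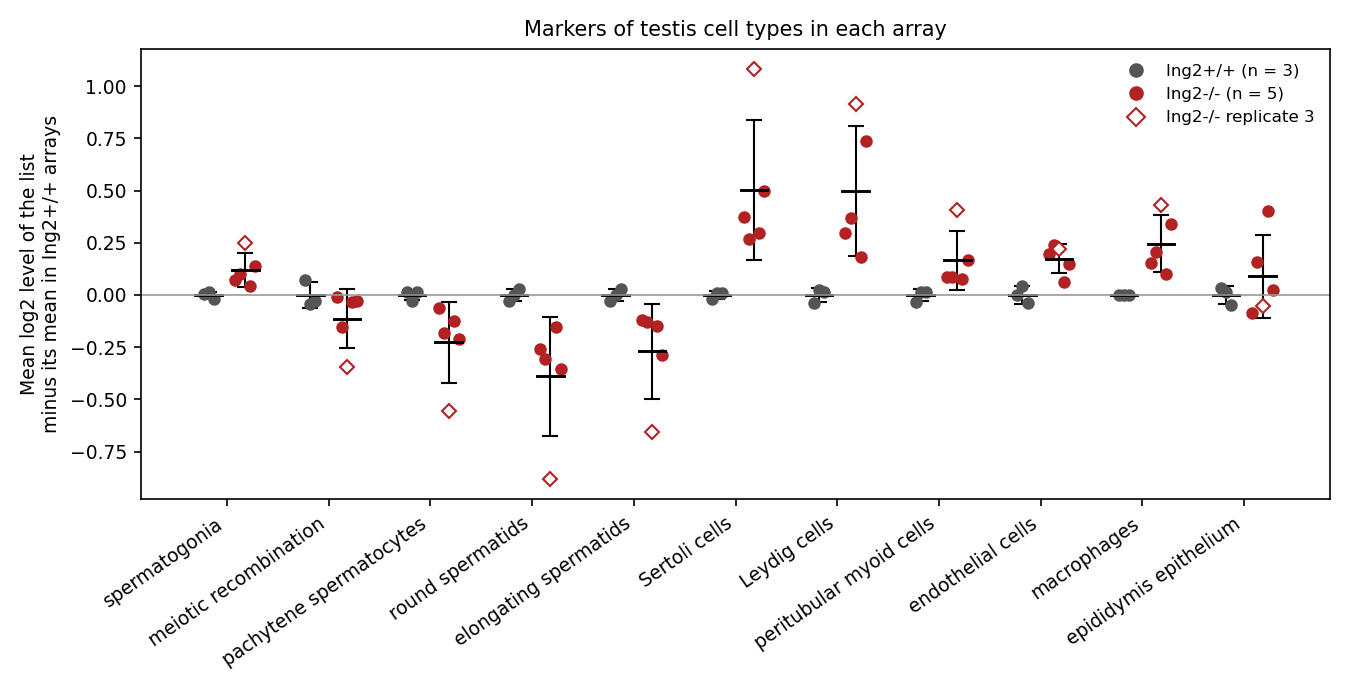
Mean log2 level of the markers of each testis cell type in each array, minus the mean of the Ing2+/+ arrays (vertical axis), for 3 Ing2+/+ (grey) and 5 Ing2−/− (red) testes, with replicate 3 of Ing2−/− as an open diamond; horizontal bars are means and whiskers are 1 SD. Sertoli markers in Ing2−/− testes lie between 0.27 and 1.08, and round spermatid markers between −0.88 and −0.15.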

### Downregulation of genes encoding spermatogenesis-related proteins and chromatin regulatory factors in *Ing2^−/−^* testes

A subset of differentially expressed genes identified by microarray analysis that have well-characterized roles in spermatogenesis and chromatin regulation is listed in Table S1. 

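Of the genes in Tables S1 and S2, 24 of 29 have a probe set of their own and were measured. Both Table S1 genes of the pachytene stage were called lower (adjusted over the list alone, 2), with a median log2 fold change of −1.43 (adjusted p = 0.00150 from limma's camera; adjusted p = 0.292 with an estimated correlation). All 5 measured genes of later stages were called lower (adjusted over the list alone, 5), with a median of −0.86 (adjusted p = 1.48e-05 from camera; adjusted p = 0.292 with an estimated correlation). Of 5 measured chromatin genes, 4 were called lower (adjusted over the list alone, 5), with a median of −0.44 (adjusted p = 4.37e-05 from camera; adjusted p = 0.292 with an estimated correlation). The study chose these genes on these same arrays, so their counts and tests are not independent evidence of a direction. Ing2−/− replicate 3 was the lowest array in each of these groups, with means of −2.04, −1.25 and −0.71 relative to the Ing2+/+ arrays against −1.27, −0.74 and −0.45 in the other Ing2−/− arrays. Of the 11 called genes, 11 were called without that array, 0 without Ing2+/+ replicate 1 or 2, and 2 without Ing2+/+ replicate 3 or Ing2−/− replicate 5. The sizes moved less. With any 1 array left out, the pachytene median ran from −1.52 to −1.27. The later-stage median ran from −0.95 to −0.73 and the chromatin median from −0.49 to −0.41. These calls were thus lost without loss of the decreases. With the cell mix as a covariate 1 of the 11 genes was called, Asb4, as with the variance of each probe set alone.

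**Figure D2:**
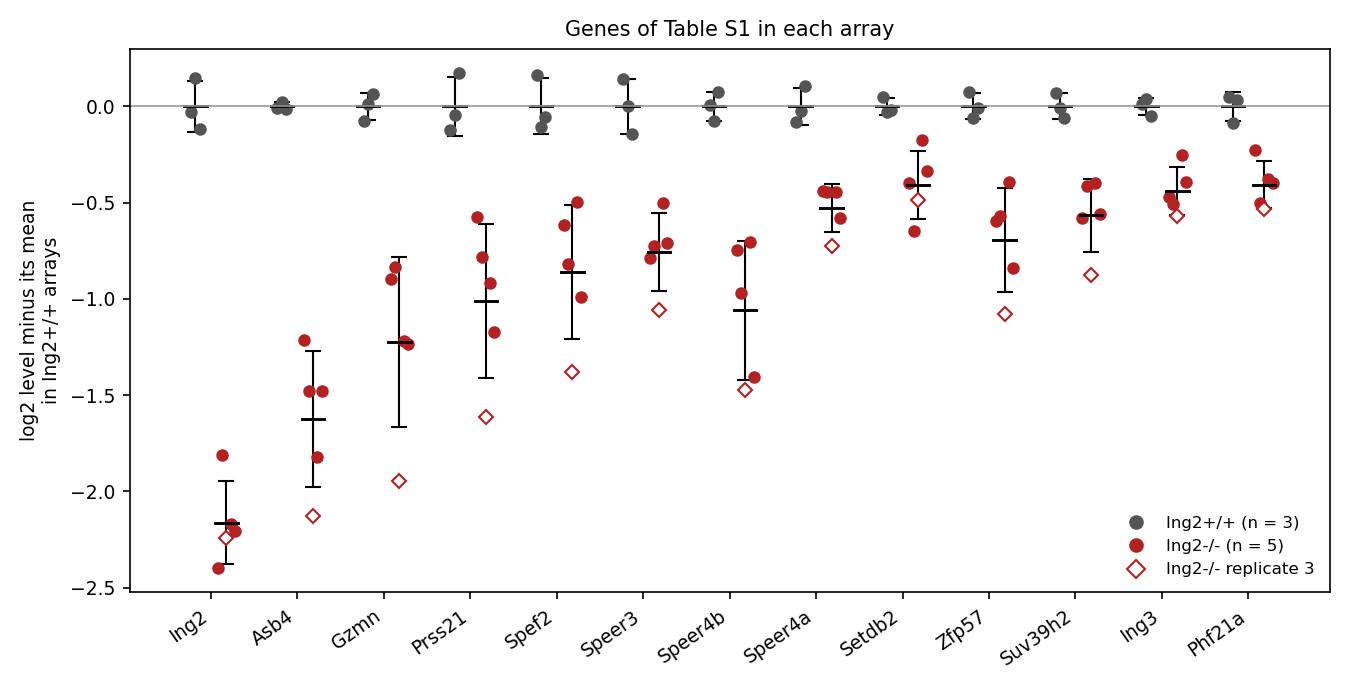
Log2 level of Ing2 and the measured genes of Table S1 in each array, minus the mean of the Ing2+/+ arrays (vertical axis), for 3 Ing2+/+ (grey) and 5 Ing2−/− (red) testes, with replicate 3 of Ing2−/− as an open diamond; horizontal bars are means and whiskers are 1 SD. Every Ing2−/− array lies below every Ing2+/+ array for each gene (exact permutation test, p = 0.0179 for each).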

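Prss21, a serine protease of spermatids and sperm, fell from 9.95 ± 0.15 (SD, n = 3) in Ing2+/+ to 8.94 ± 0.40 (SD, n = 5) in Ing2−/− testes, a log2 fold change of −1.01 (SE 0.210, adjusted p = 0.0373 from limma). Spef2, which the sperm flagellum needs, had a log2 fold change of −0.86 (SE 0.185, adjusted p = 0.0401 from limma) for its brightest probe set, and 19 of its 22 probe sets were called lower, with changes from −1.24 to −0.70 over all 22. Of the Speer family of testis-specific proteins, 5 of 13 members have a probe set of their own, and 3 of them were called lower (adjusted over the list alone, 3). These were Speer4b (−1.06, SE 0.187), Speer3 (−0.76, SE 0.122) and Speer4a (−0.53, SE 0.0872), with adjusted p-values from limma of 0.0237, 0.0180 and 0.0197. The family had a median of −0.53 (adjusted p = 4.20e-04 from camera; adjusted p = 0.344 with an estimated correlation), and its members are near-identical copies that can share probes. The 3 called members are genes of Table S1, so this count and test are not independent evidence of a direction either. The other 2, named after their values were seen, were Speer6-ps1 (−0.32, adjusted p = 0.173 from limma) and Speer2 (−0.20, adjusted p = 0.585). Sly, Ssty2, Speer4d and Speer4e were not analysed here, because no probe set carries their symbol alone. In Ing2−/− replicate 3, Prss21 lay at −1.61 relative to the Ing2+/+ mean on the log2 scale, against −0.86 in the other Ing2−/− arrays. Each of these calls was lost without Ing2+/+ replicate 1 or 2, with adjusted p-values of up to 0.153 for Spef2, and all but that of Speer3 also without Ing2+/+ replicate 3 or Ing2−/− replicate 5. Those of Prss21 and Spef2 were lost without Ing2−/− replicate 2 as well (0.0506 and 0.0628), and that of Spef2 without Ing2−/− replicate 1 (0.0539). All 5 were lost with the variance of each probe set alone, and with the cell mix as a covariate, where Prss21 had −0.50 (adjusted p = 0.239 from limma), Spef2 −0.41 (0.265) and Speer4b −0.65 (0.168).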

A group of genes involved in normal differentiation and function of spermatids or sperms, including *Prss21* [24], *Sly* [25], *Spef2* [26], *Ssty2* [27] and the *Speer* family of testis-specific genes [28], were downregulated in *Ing2^−/−^* testes, consistent with impaired progression to these later stages of male germ cell development. Two downregulated genes, *Asb4* (ankyrin repeat and SOCS box-containing protein 4) [29] and *Gzmn* (granzyme N) [30], are believed to be specifically involved in spermatocyte differentiation at pachytene stage, when Ing2 deficiency manifested its effect. 

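Asb4 fell from a log2 level of 8.25 ± 0.02 (SD, n = 3) in Ing2+/+ to 6.62 ± 0.35 (SD, n = 5) in Ing2−/− testes, a log2 fold change of −1.62 (SE 0.182, adjusted p = 0.00679 from limma), which left 32.4% of the Ing2+/+ level. Gzmn fell from 8.39 ± 0.07 (SD, n = 3) to 7.16 ± 0.44 (SD, n = 5), a log2 fold change of −1.23 (SE 0.224, adjusted p = 0.0256 from limma), which left 42.7%. Both were lowest in Ing2−/− replicate 3, where Asb4 lay at −2.13 and Gzmn at −1.95 relative to the Ing2+/+ mean, against −1.50 and −1.05 in the other Ing2−/− arrays. The call of Asb4 was lost without Ing2+/+ replicate 1 or 2 (adjusted p of up to 0.0539 from limma), and that of Gzmn without any 1 of the 3 Ing2+/+ arrays or Ing2−/− replicate 5 (up to 0.110). With the cell mix as a covariate Gzmn had −0.65 and was not called (adjusted p = 0.105 from limma), and Asb4 was called at −1.26 (adjusted p = 0.0443). The call of Gzmn was also lost with the variance of the probe set alone.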

The marked downregulation of these two genes in *Ing2^−/−^* testes was validated by qRT-PCR (Fig. S4). It should also be noted that several genes encoding chromatin modifying or associated proteins, including *Setdb2* [31], *Zfp57* [32], *Suv39h2* [12], *Satb2* [33], *Ing3* [34] and *Phf21a* [35], were downregulated in *Ing2^−/−^* testes. In addition to the deregulation of chromatin modifications by loss of Ing2 itself, decreased expression of these proteins may possibly affect chromatin status and contribute to defective spermatogenesis in *Ing2^−/−^* testes. 

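Zfp57, a zinc finger protein that keeps imprints, had a log2 fold change of −0.70 (SE 0.143, adjusted p = 0.0367 from limma), with levels of 8.06 ± 0.07 (SD, n = 3) in Ing2+/+ and 7.37 ± 0.27 (SD, n = 5) in Ing2−/− testes. Suv39h2, a histone H3 lysine methyltransferase of the testis, had −0.57 (SE 0.110, adjusted p = 0.0300), the Ing family member Ing3 −0.44 (SE 0.0811, adjusted p = 0.0258) and the PHD finger protein Phf21a −0.41 (SE 0.0829, adjusted p = 0.0350). Setdb2 had −0.41 (SE 0.102) and an adjusted p of 0.0544 from limma, and was below every Ing2+/+ array in all 5 Ing2−/− arrays. Of 39 histone methyltransferases and deacetylases, a list that shares Suv39h2 and Setdb2 with Table S1, limma called 2 higher and 3 lower (adjusted over the list alone, 10 higher and 4 lower). The H3K4 methyltransferase Kmt2a (0.60) and the H4K20 methyltransferase Kmt5c (0.31), the latter named after its value was seen, were higher, and besides Suv39h2 the H3K79 methyltransferase Dot1l (−0.38) and the deacylase Sirt5 (−0.35) were lower. The list's median was 0.17 (adjusted p = 0.0441 from camera; adjusted p = 0.350 with an estimated correlation), and its adjusted p was 0.0820 without Ing2+/+ replicate 1, 0.0653 without Ing2+/+ replicate 2 and 0.0588 without Ing2−/− replicate 1, and 0.0558 with an intensity trend and robust estimation. Of 22 other members of the Ing family and the Sin3-HDAC complex, limma called Ing3 alone, itself a Table S1 gene (adjusted over the list alone, 4 higher and 2 lower), with a median of 0.17 (adjusted p = 0.0217 from camera; adjusted p = 0.344 with an estimated correlation; 0.0560 without Ing2+/+ replicate 1 and 0.0524 among probe sets above the median level). Both medians turned below 0, though above the median of all genes, with arrays shifted to an equal Sertoli marker median. The list scores of Ing2−/− replicate 3 were 0.19 and 0.30 above the Ing2+/+ mean, against 0.10 and 0.14 in the other Ing2−/− arrays. The calls of Zfp57, Suv39h2, Ing3 and Phf21a were each lost without any 1 of the 3 Ing2+/+ arrays or Ing2−/− replicate 5, with adjusted p-values of up to 0.148; some were lost without Ing2−/− replicate 1 (Zfp57, Suv39h2, Ing3) or 2 (Zfp57, Phf21a). Those of Kmt2a, Dot1l and Sirt5 were lost without any 1 Ing2+/+ array or Ing2−/− replicate 1, 2 or 5, the adjusted p of Sirt5 reaching 0.133. All 7 calls were lost with the variance of each probe set alone, and with the cell mix as a covariate (adjusted p from 0.168 to 0.305 from limma). With that covariate Zfp57 had −0.35, Suv39h2 −0.31, Kmt2a 0.26 and Dot1l −0.23, while Ing3 (−0.34) and Phf21a (−0.31) kept more of their change. Kmt2a and Dot1l lost theirs with an intensity trend and robust estimation, and Kmt2a with an equal Sertoli marker median.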

A set of somatic cell-derived transcripts upregulated in testes of HDAC inhibitor-treated mice [14] were not significantly changed in *Ing2^−/−^* testes (Table S2).

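Of the 11 transcripts of Table S2, limma called Ghrl, which encodes ghrelin, lower, and none higher (adjusted over the list alone, 1 lower; 1 higher and 1 lower at an unadjusted p under 0.05). Ghrl fell from 8.66 ± 0.04 (SD, n = 3) in Ing2+/+ to 8.19 ± 0.16 (SD, n = 5) in Ing2−/− testes, a log2 fold change of −0.47 (SE 0.0950, adjusted p = 0.0339 from limma), and it lost its call without any 1 Ing2+/+ array or without Ing2−/− replicate 1, 2 or 5 (adjusted p of up to 0.139). That call was also lost with the variance of the probe set alone, and with the cell mix as a covariate, where Ghrl had −0.28 (adjusted p = 0.245 from limma). The collagen Col6a3 had 0.19 (SE 0.0736, adjusted p = 0.143) and the dopamine receptor Drd4 0.32 (SE 0.200, adjusted p = 0.325). Insl5 had −0.17 (SE 0.0730), the relaxin gene Rln1 0.13 (SE 0.0675), the cytokine Lif 0.11 (SE 0.0890) and the PACAP receptor Adcyap1r1 0.11 (SE 0.0914). Drd4 had 0.16 without Ing2−/− replicate 3. With any 1 array left out, Rln1 ran from 0.08 to 0.16, Lif from 0.03 to 0.19 and Adcyap1r1 from 0.06 to 0.17. Mbl2 (−0.07), Col16a1 (−0.04), Irf5 (0.02) and Mbl1 (−0.006) were closest to 0. In both groups the mean levels of Mbl1, Mbl2 and Lif lie below the median of the probe sets without a gene symbol on each array. They are not shown to be above background, so their small values do not show that these transcripts were unchanged. With arrays shifted to an equal Sertoli marker median, all 11 lay below 0. The list had a median of 0.02 while camera's direction was down (adjusted p = 0.990). A change of 0.5 on the log2 scale was recovered for 34.3% of the simulated genes that had it. The simulation gave 148 called probe sets and the real fit 1713, so its adjusted threshold was stricter. That share is thus not the power for these 11 transcripts.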

### Aberrant chromatin modifications in *Ing2^−/−^* testes

The amounts of H3K4me3, HDAC1 and mSin3A, which all functionally interact with ING2 to regulate chromatin modification [6], [7], were found to be abundant in the testes in *Ing2^+/+^* mice (Fig. S5). In IHC staining, both *Ing2^+/^* ^+^ and *Ing2^−/−^* testes contained HDAC1-negative spermatogonia and leptotene spermatocytes (Fig. 3A, leftmost panels; black arrows). HDAC1 was induced during spermatocyte differentiation into pachytene stage in *Ing2* ^+/+^ testes (Fig. 3A, leftmost panel; white arrow). In contrast, spermatocytes in *Ing2^−/−^* testes showed no significant HDAC1 staining (Fig. 3A, leftmost panel; white arrowheads), consistent with the impaired differentiation to the pachytene stage. Total amounts of HDAC1 were also shown to be decreased in *Ing2^−/−^* testes by Western blot (Fig. 3B,C). Three acetylation sites on core histones (H3K18, H4K8 and H4K12) were acetylated in spermatogonia and leptotene spermatocytes in both *Ing2^+/^* ^+^ and *Ing2^−/−^* testes (Fig. 3A, right three panels each; black arrows). In *Ing2^+/^* ^+^ testes, the deacetylation of these lysine residues was coincident with HDAC1 induction (Fig. 3A, right three panels; white arrows). In contrast, lack of HDAC1 induction in *Ing2^−/−^* seminiferous tubules resulted in accumulated spermatocytes with these sites highly acetylated (Fig. 3A, right three panels; white arrowheads). These results suggest that the meiotic arrest before pachytene stage due to Ing2 deficiency is associated with impaired accumulation of HDAC1 and deregulated histone acetylation.

**Figure 3:**
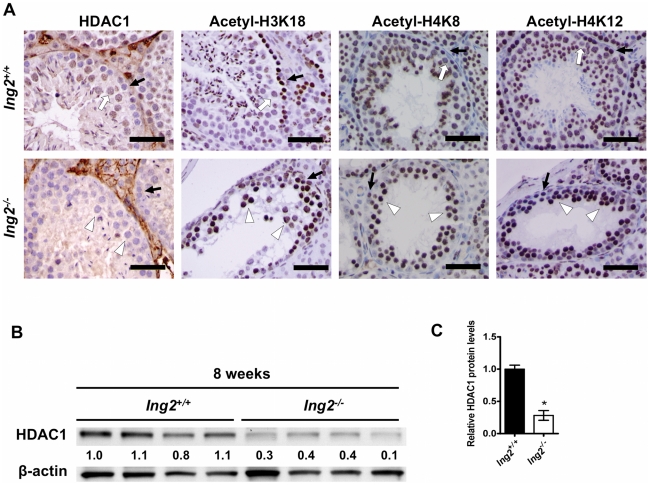
Impaired HDAC1 expression and altered histone acetylation in *Ing2^−/−^* testes. (A) HDAC1, histone H3 acetylated at lysine 18 (acetyl-H3K18), histone H4 acetylated at lysine 8 (acetyl-H4K8) and histone H4 acetylated at lysine 12 (acetyl-H4K12) staining in testes from 8-week-old *Ing2^+/+^* and *Ing2^−/−^* mice. Black arrows indicate spermatogonia and leptotene spermatocytes in both *Ing2^+/+^* and *Ing2^−/−^* testes. White arrows indicate normal pachytene spermatocytes showing HDAC1 induction (leftmost panel) and histone deacetylation (right three panels) in *Ing2^+/+^* testes. White arrowheads indicate abnormal spermatocytes without HDAC1 induction (leftmost panel) and with sustained histone acetylation (right three panels) in *Ing2^−/−^* testes. Scale bars, 50 µm. (B–C) Reduced expression of HDAC1 in *Ing2^−/−^* testes. Whole testis lysates from 8-week-old *Ing2^+/+^* and *Ing2^−/−^* mice (4 mice each) were examined in western blot using anti-HDAC1 antibody. β-actin was a loading control. Relative HDAC1 expression levels (normalized to β-actin) based on quantitative image analysis are shown in (B) and in (C). *P<0.001. Student's *t* test, n = 4 per group. Error bars are s.e.m.

### p53-dependent and independent apoptosis in *Ing2^−/−^* testes

Because of the functional association of ING2 with p53 and the well-characterized role of p53 in regulating apoptosis in the testis [36], [37], [38], we next explored the effect of Ing2 deficiency on p53 expression. To this end, 8-week-old *Ing2^+/+^* and *Ing2^−/−^* testes, as well as *p53^−/−^* testes as a negative control, were examined for p53 protein expression. A ∼2.5-fold increase in p53 protein was observed in whole testis lysates of *Ing2^−/−^* mice compared to age-matched *Ing2^+/+^* mice (Fig. 4A,B). Immunohistochemical analysis of p53 protein revealed intratubular staining only in germ cells of *Ing2^−/−^* testes, but not *Ing2^+/+^* or *p53^−/−^* testes (Fig. 4C). No significant increase in p53 mRNA level was found in *Ing2^−/−^* testes (Fig.4D) suggestive of a post-transcriptional mechanism for p53 induction. PUMA, a p53-induced apoptosis effector, was also upregulated in luminal regions of the tubules in *Ing2^−/−^* testes (Fig. S6). These results indicate that endogenous ING2 promotes germ cell survival and differentiation. Loss of ING2 leads to p53 activation *in vivo*, perhaps as an indirect result of testicular degeneration or through a novel regulatory interaction between p53 and ING2.

**Figure 4:**
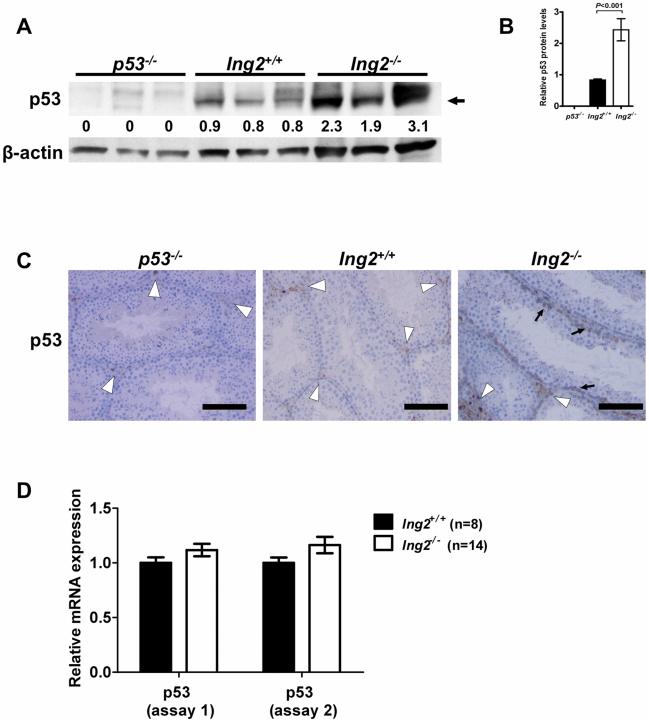
Induction of p53 in *Ing2^−/−^* testes. (A–B) Western blot analysis of p53 protein expression using whole testis lysates from *Ing2^+/+^* and *Ing2^−/−^* testes, as well as *p53^−^* ^/*−*^ testes (negative control), at 8 weeks of age. β-actin was a loading control. Relative p53 expression levels (normalized to β-actin) based on quantitative image analysis are shown in (A) and in (B). Student's *t* test. n = 3 per group. Error bars are s.e.m. (C) p53 staining in testes from 8-week-old *p53^−^* ^/*−*^, *Ing2^+/+^* and *Ing2^−/−^* mice. Black arrows indicate intratubular positive staining in *Ing2^−/−^* testes. Both *Ing2^+/+^* and *Ing2^−/−^* testes, as well as *p53^−^* ^/*−*^ testes to a much lesser extent, show interstitial staining (white arrowheads). Scale bars, 100 µm. (D) Real-time qRT-PCR analysis of p53 mRNA expression. Two independent primers/probe sets (assays 1 and 2) were used. The expression levels in *Ing2^−/−^* testes are shown as the relative values to those in *Ing2^+/+^* testes. Data are mean ± s.e.m. from n = 8 (*Ing2^+/+^*) or n = 14 (*Ing2^−/−^*). No statistically significant difference was observed (Student's *t* test).

To better characterize the tubular degeneration brought about by Ing2 deficiency, we determined the presence of apoptotic or senescent germ cells in testes at 8 weeks of age. We found that *Ing2^−/−^* testes had significantly increased numbers of TUNEL-positive tubules and TUNEL-positive cells per tubule, compared with those in age-matched *Ing2^+/+^* testes (Fig. 5A, left two bars in both panels). While apoptotic germ cells were observed rarely and close to the basement membrane in *Ing2^+/+^* testes (Fig. 5B, *Ing2^+/+^*), they occurred frequently in spermatocytes in luminal regions of the tubules (Fig. 5B, *Ing2^−/−^*). Neither *Ing2^+/+^* nor *Ing2^−/−^* testes at 8 week of age showed positive staining for senescence-associated β-galactosidase, a marker of cellular senescence [39], in their seminiferous tubules (data not shown).

**Figure 5:**
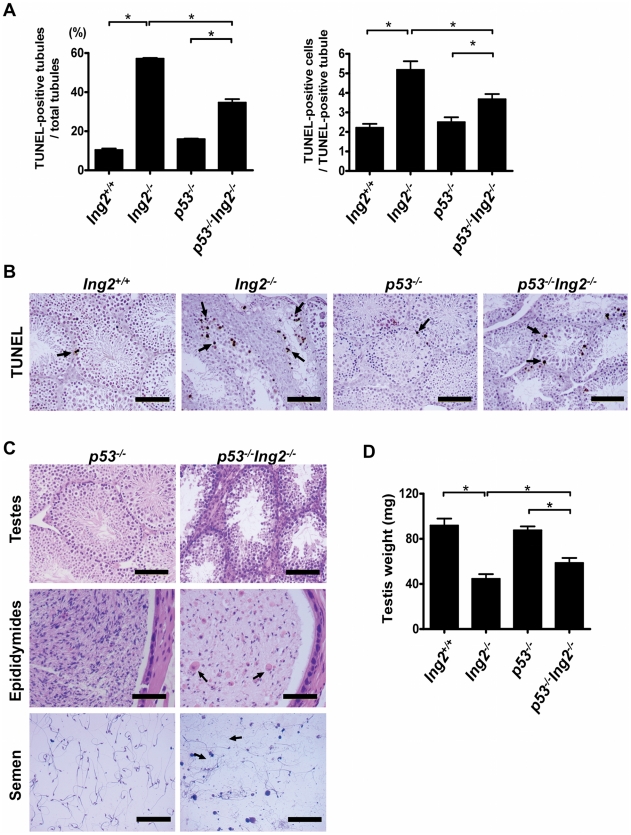
Increased apoptosis and defective spermatogenesis in testes by Ing2 deficiency in the absence of p53. (A, B) TUNEL assay in testes from 8-week-old *Ing2^+/+^*, *Ing2^−/−^*, *p53^−/−^* and *p53^−/−^Ing2^−/−^* mice. (A) The data are shown as ratios of TUNEL-positive tubules to total tubules examined (left) and as average numbers of TUNEL-positive cells per a TUNEL-positive tubule (right). At least 50 tubules were examined in each group. *P<0.001, which corresponds to P<0.05 after applying the stringent Bonferroni correction for 9 multiple comparisons. Student's *t* test, n = 4 per group. Error bars are s.e.m. (B) Representative pictures are shown. Black arrows indicate examples of TUNEL-positive cells. Scale bars, 100 µm. (C) Histological analysis of testes (top, scale bars, 100 µm.), epididymis (middle, scale bars, 50 µm.) and semen (bottom, scale bars, 100 µm.) from 8-week-old *p53^−/−^* and *p53^−/−^Ing2^−/−^* mice. Black arrows indicate degenerated large, round cells in *p53^−^* ^/*−*^ *Ing2^−/−^* epididymis and semen. (D) Average weight of testis from 8-week-old *Ing2^+/+^*, *Ing2^−/−^*, *p53^−/−^* and *p53^−/−^Ing2^−/−^* mice. *P<0.001. Student's *t* test, n = 5 per group. Error bars are s.e.m.

We next investigated whether disruption of p53 would rescue defective spermatogenesis and enhanced apoptosis of *Ing2^−/−^* mice. Although spermatocytes in *p53^−^* ^/*−*^ males may have an impaired DNA damage response, leading to the formation of a multinucleated giant cell [37], [40], they show otherwise normal spermatogenesis and are fertile [41] (Fig. 5C, *p53^−^* ^/*−*^), allowing us to generate *p53/Ing2* double-knockout mice. Ing2 deficiency in a *p53^−^* ^/*−*^ background reproduced the abnormalities observed in the presence of *p53*, including reduced testis weight (Fig. 5D), degeneration of seminiferous tubules, hypospermia in epididymides, reduced numbers of normal spermatozoa in semen (Fig. 5C, *p53^−^* ^/*−*^ *Ing2^−/−^*) and enhanced apoptosis (Fig. 5A, right two bars in both panels; Fig. 5B, *p53^−/−^* and *p53^−/−^Ing2^−/−^*). However, these abnormalities in *p53^−^* ^/*−*^ *Ing2^−/−^* males were less severe than those in *Ing2^−/−^* males as mentioned above. Quantitative data analysis of the TUNEL assay showed that *p53^−/−^Ing2^−/−^* testes had higher levels of apoptosis than *Ing2^+/+^* and *p53^−/−^* testes but lower levels of apoptosis than *Ing2^−/−^* testes (Fig. 5A), suggesting that Ing2 deficiency induces apoptosis in a p53-dependent manner, which is consistent with p53 induction in *Ing2^−/−^* testes (Fig. 4), as well as in a p53-independent manner. Thus, *p53* deficiency partially rescued the pathological changes due to *Ing2* deficiency. Nevertheless, degenerated large, round cells were accumulated in *p53^−^* ^/*−*^ *Ing2^−/−^* epididymis and semen (Fig. 5C; black arrows), and *p53^−^* ^/*−*^ *Ing2^−/−^* males were still infertile.

### Reduced ING2 expression is associated with impaired spermatogenesis and male infertility in humans

To examine the expression of ING2 in men with low sperm count, morphologically abnormal sperm and/or impaired spermatogenesis, public microarray datasets available at GEO (http://www.ncbi.nlm.nih.gov/geo) and ArrayExpress (http://www.ebi.ac.uk/microarray-as/ae) were queried using the Nextbio search engine (http://www.nextbio.com) (Table 2). Two datasets (GSE6967 and GSE6872) comparing spermatozoa purified from semen samples of infertile teratozoospermic men *versus* normal fertile men [42] showed significantly lower levels of ING2 expression in the former cases. In two independent studies comparing testicular biopsies with impaired spermatogenesis classified according to Johnsen score [43] *versus* full spermatogenesis (GSE4797 and five comparisons in E-TABM-234) [44], [45], decreased expression of ING2 was consistently associated with the spermatogenic defect. Furthermore, ING2 expression was lower in testicular biopsy specimens from non-obstructive azoospermia (NOA) patients than those from obstructive azoospermia (OA) patients (GSE9210) [46], suggesting the functional involvement of reduced expression of ING2 in human male infertility due to defective germ cell development, but not that due to a physical obstruction. Considering that germ cells are the major source of ING2 expression in testis, the finding of low ING2 expression in men with Sertoli-cell only syndrome likely reflects the fact that the spermatogenic cell types are absent from the seminiferous tubules. This association does not *per se* indicate a causative role for ING2 deficiency in human male infertility.

**Table 2:** ING2 expression in spermatogenic pathologies in humans.

Dataset ID (ref)	Specimen	Control group	Test group	Fold change^a^	P value^b^
GSE6967 (42)	Sperm	Normal	Teratozoospermic	−67.4	0.0008
GSE6872 (42)	Sperm	Normal	Teratozoospermic	−3.20	2.4e-5
GSE4797 (44)	Testicular biopsies	Full spermatogenesis	Sertoli-cell-only syndrome^c^	−7.75	0.0112
E-TABM-234 (45)	Testicular biopsies	Full spermatogenesis	Johnsen score 2^d^	−1.52	0.0025
			Johnsen score 3.2^d^	−1.70	0.0006
			Johnsen score 5^d^	−1.62	0.0012
			Johnsen score 7^d^	−1.45	0.0052
			Johnsen score 8^d^	−1.32	0.0267
GSE9210 (46)	Testicular biopsies	Obstructive Azoospermia	Non-obstructive Azoospermia	−1.34	0.0009

a log_2_ ratio (Test group/Control group).

b Welch's *t* test.

c Equivalent to Johnsen score 2.

d Johnsen score 2: no germ cells, Sertoli cells only; Johnsen score 3.2: Sertoli cells and few spermatogonia; Johnsen score 5: no spermatids, many spermatocytes; Johnsen score 7: no late spermatids, many early spermatids; Johnsen score 8: few late spermatids.

### Ing2 is a tumor suppressor gene

To examine whether Ing2 deficiency affects tumorigenesis and the aging processes, we observed *Ing2^+/+^* (n = 22) and *Ing2^−/−^* (n = 28) mice for two years. There was no statistically significant difference in survival between the two genotypes (Fig. S7, *P* = 0.43, Log-rank test). However, detailed histopathological analysis of both groups at time of death showed a significant change in malignant tumor spectrum. The incidence of soft tissue sarcomas was increased in *Ing2^−^* ^/*−*^ mice (*P* = 0.017) (Table 3). The major tumor type observed in *Ing2^−^* ^/*−*^ mice was histiocytic sarcoma (Fig. S8, Table 3), which showed increased incidence preferentially in males for currently unknown reasons (Table S3). Although we confirmed significantly increased frequencies of degenerated seminiferous tubules and oligozoospermic epididymis in *Ing2^−^* ^/*−*^ mice (Tables S4 and S5), pathological examinations of other organs and tissues showed that *Ing2^−^* ^/*−*^ mice had no remarkable difference from *Ing2* ^+/+^ mice in the spectrum of non-malignant lesions, except for increases in benign harderian gland adenomas and in atypical lymphoid hyperplasia of the spleen and a decrease in acinar dilation in prostate (Table S4). *Ing2^−^* ^/*−*^ mice also showed no signs of premature aging, such as hair graying, alopecia, skin atrophy, lordokyphosis, osteoporosis or cataracts. Thus, we currently conclude that Ing2 deficiency by itself does not affect aging phenotypes but enhances spontaneous formation of soft-tissue sarcomas.

**Table 3:** Malignant tumors arising in aging study.

	*Ing2^+/+^ (n* = 22)^a^	*Ing2^−/−^ (n* = 28)^b^	*P* value^c^
**Soft-tissue sarcomas**	3/22 (14%)	13/28 (46%)	**0.017**
Histiocytic sarcoma	1	8	
Hemangiosarcoma	1	2	
Leiomyosarcoma	1	0	
Sarcoma, NOS^d^	0	2	
Neurofibrosarcoma	0	1	
**Lymphomas**	4/22 (18%)	2/28 (7%)	NS
Follicular B-cell lymphoma	2	2	
Splenic marginal zone B-cell lymphoma	2	0	
**Carcinomas**	7/22 (32%)	8/28 (29%)	NS
Lung	6	3	
Duodenum	1	0	
Ovary	0	2	
Liver	0	1	
Pancreas	0	1	
Thyroid	0	1	
**Osteosarcomas**	0/22 (0%)	0/28 (0%)	NS

a 10 female and 12 male.

b 11 female and 17 male.

c Fisher's exact test, NS; Not significant.

d Not otherwise specified.

## Discussion

This study provides evidence that ING2 is an essential regulator of mammalian spermatogenesis by showing that: 1) testes express high levels of ING2 (Fig. 1A,B, Fig. S1); 2) genetic knockout of *Ing2* causes a spermatogenesis defect and male infertility in mice (Figs 1C–G, 2A–F and Table 1); and 3) decreased ING2 expression is highly associated with defective spermatogenesis and male infertility in humans (Table 2). The data indicate that the spermatogenic function of ING2 depends on both its regulatory effect on chromatin (Fig. 3) as well as its functional interaction with p53 (Fig. 4,5).

The spermatocytes in defective *Ing2^−/−^* seminiferous tubules underwent meiotic arrest (Fig. 2G), which was also observed in mouse models deficient for histone methyltransferases [10], [11], [12]. However, unlike these mouse models in which fertility was impaired in both male and female, Ing2 deficiency only affected male fertility, suggesting a distinct role for ING2 in regulating chromatin modification during mammalian germ cell development. Histopathologically, the blocked differentiation of *Ing2^−/−^* spermatocytes into pachytene stage (Fig. 2H–K,5A) most resembled the meiotic defect in testes in mice treated with a HDAC1 inhibitor, trichostatin-A [15]. The ability of ING2 to recruit HDAC1 to H3K4me3 [6], the dynamic regulation of H3K4me3 during zygotene-to-pachytene progression [17], and the accumulation of HDAC1 and the deacetylation of core histones in pachytene spermatocytes in *Ing2* ^+/+^ but not *Ing2^−/−^* mouse testes (Fig. 3A) all suggest that the spermatogenesis defect by Ing2 deficiency is due to a disturbance of the stage-specific histone modifications coordinated by the H3K4me3-ING2-HDAC1 interaction. Our data establish ING2 as a chromatin-associated, non-enzyme protein that is critical to temporal and spatial profiles of chromatin modifications during spermatogenesis. A recent study provides further support to this hypothesis. Suberoylanilide hydroxamic acid (SAHA), an HDAC inhibitor used clinically for the treatment of cancer causes the dissociation of ING2 from the Sin3 deacetylase complex leading to de-repression of downstream genes and growth inhibition[47]. Our findings reveal a plausible mechanism by which HDAC inhibitors may disrupt deacetylase function during spermatogenesis, through disruption of Ing2-bound co-repressor complexes. Consistent with this is also the finding that mice deficient on the Sirt1 protein deacetylase show spermatogenesis defects similar to Ing2-deficient mice [48]. SIRT1 is recruited by ING proteins to negatively regulate mSIN3A/HDAC1 transcriptional repression activity [49]. It is unknown whether an altered expression of one or a few specific genes or a genome-wide change in chromatin status mediates the defects in *Ing2*-deficient mice, as well as in other infertile mice deficient for chromatin modifying factors. The two pachytene-specific genes identified in this study, Asb4 and Gzmn (Fig. S4), deserve further investigation. The somatic cell-derived transcripts differentially expressed in testes of trichostatin-A-treated mice [14] were not significantly affected by Ing2 deficiency (Table S2), in agreement with the findings that germ cells are the major cell type expressing ING2 (Fig. 1B, Fig. S1). *Ing2*-deficient mice should thus be a suitable model to study germ cell-autonomous effects of chromatin modifications on spermatogenesis.

*Ing2^−/−^* mice exhibited phenotypic differences from mice deficient for *Ing1*, the founder member of the ING family, which could be explained by the difference in organ-specific expression profiles [20], the different interacting proteins [1], the different modes of functional interaction with p53 [50], and/or the different p53-independent functions [51]. ING1 expression was low in testes [20] and *Ing1*-deficient mice were fertile [51], [52]. Whereas *Ing1^−^* ^/*−*^ mice had reduced body size [52], *Ing2^−^* ^/*−*^ mice grew normally. Furthermore, while *Ing1^−^* ^/*−*^ mice had elevated incidence of B-cell lymphomas [51], [52], *Ing2^−^* ^/*−*^ mice had elevated incidence of histiocytic sarcoma (Table 3,S3). p19^Arf^-deficient mice exhibit similar phenotypes to *Ing2^−^* ^/*−*^ mice, such as testicular atrophy, increased germ cell apoptosis, loss of sperm and high incidence of histiocytic sarcoma [53], [54]. This most intriguing finding brings up the possibility that ING2 and p19^Arf^, two p53 regulatory proteins, are involved in a common pathway that is aimed to restrict self-renewal and ensure normal differentiation during spermatogenesis as well as prevent tumor development.

p53 regulates apoptosis in testes, which eliminates germ cells with DNA damage induced by irradiation [36], [37]or spontaneously occurring during normal spermatogenesis [38]. p53-independent apoptosis also occurs during spermatogenesis in response to DNA damage and meiotic arrest [37], [55]. Our comparative analysis of apoptosis in *Ing2^+/+^*, *Ing2^−/−^*, *p53^−/−^* and *p53^−/−^Ing2^−/−^* testes (Fig. 5A,B) indicates that both p53-dependent and independent mechanisms of apoptosis were activated by Ing2 deficiency, probably contributing to the elimination of developmentally arrested spermatocytes with unprocessed DNA lesions (Fig. 2J,K). The induction of p53 by Ing2 deficiency (Fig. 4) suggests that a physiological *in vivo* function of endogenous ING2 may be to prevent an illegitimate activation of p53 under non-stressed conditions. However, this functional link between ING2 and p53 is not a sole mechanism by which ING2 ensures normal spermatogenesis and male fertility, as indicated by the mitigated but still significant pathological changes in testes (Fig. 5C,D), the accumulation of abnormal spermatozoa (Fig. 5C) and infertility in *p53^−/−^Ing2^−/−^* males.

Approximately 10% of couples suffer from infertility with approximately equal contributions from men and women [56]. Meiotic arrest during spermatogenesis, as observed in *Ing2^−/−^* mice, is frequently associated with male infertility in humans [57]. However, because of the complexity of the spermatogenic process possibly involving thousands of different genes, a majority of male infertility cases in humans remain not understood [19]. Given a disturbed pattern of chromatin modification in defective spermatogenesis in humans [18] and decreased ING2 expression commonly associated with sperm abnormalities and pathological changes in spermatogenesis in humans (Table 2), we propose that the ING2-mediated chromatin regulation is critical to normal meiotic progression during spermatogenesis in humans as well and may be widely, if not universally, impaired by a number of different spermatogenic defects leading to idiopathic infertility in men. Genetic and epigenetic changes, as well as functional variants, of the *ING2* gene itself also deserve investigation in infertile men.

This study also has significant implications in infertility in men with other diseases, in particular malignant tumors. Patients with testicular cancers are frequently infertile [58], [59], with the degeneration of peritumoral, non-cancerous seminiferous tubules [18], [58]. HDAC inhibitors are under clinical trial in patients with various types of solid and hematologic malignancies [60], [61]. Spermatogenesis is a process highly sensitive to DNA damage by common chemotherapy and radiotherapy [58], [62] and male infertility is a major quality-of-life issue in cancer survivors [58], [63]. We expect that the *Ing2^−/−^* mice generated and characterized in this study can be a model system to study idiopathic and iatrogenic male infertility in humans.

## Materials and Methods

### Generation of *Ing2^−/−^* mice

This mice study was approved by the ACUC, NCI-Frederick and all the guidelines were followed for the study. To construct the targeting vector for *Ing2*, a BAC clone containing the *Ing2* locus was isolated from a 129-mouse genomic library (Genome Systems Inc, St.Louis, MO). A 6.2-kilobase (kb) *Hind*III–*Hind*III fragment encompassing from the first intron to the second intron was cloned into the *Hind*III site of the pBS-SK(-)Pst(-) vector, pBluescript SK(-) (Stratagene, La Jolla, CA) with *Pst*I site removed. A 1.7-kb *Hind*III–*Hind*III fragment within the second intron was cloned into the *Hind*III site of the pLoxpneo vector (a gift from Dr. Chuxia Deng) [64]. A single loxp site was inserted into the *Pst*I site at the first intron within the 6.2-kb fragment cloned in the pBS-SK(-)Pst(-). The resulting plasmid was cleaved with *Not*I and *Xho*I and inserted into the *Not*I and *Xho*I sites of the pLoxpneo containing the 1.7-kb fragment. The final targeting construct was designated pLoxpneoIng2 (Fig. S1a). The targeting construct was linearized and electroporated into ES cells derived from 129/Sv mice. G418-resistant colonies were selected and expanded. The ES clones with correct targeting events were identified by Southern blot and PCR. Heterozygous mice with the targeted allele (*Ing2* ^flox*−*neo/+^) were crossed with each other, resulting in homozygous mice (*Ing2* ^flox*−*neo/flox*−*neo^). These homozygous mice were crossed with EIIa-Cre[65] mice to remove DNA fragments between two loxp sites. This led to the generation of three types of offspring with a deletion of the neomycin resistance cassette (*Ing2* ^+/flox^), the exon 2 (*Ing2* ^+/neo^), or both (*Ing2* ^+/*−*^). The identified *Ing2* ^+/*−*^ mice were then bred with C57BL/6J mice to segregate the EIIa-Cre transgene. *Ing2* ^+/*−*^ mice without EIIa-Cre were mated with each other, leading to the generation of *Ing2* knockout mice (*Ing2^−^* ^/*−*^).

To genotype mice, genomic DNAs were extracted from tails using REDExtract-N-Amp Tissue PCR kit (Sigma, St. Louis, MO) and analyzed by PCR. Thermal cycling was carried out for 35 cycles of denaturation at 94 C° for 30 s, annealing at 55 C° for 30 s and extension at 72 C° for 1 min. The primers were as follows: Ing2-F1 (5′-actgcctcagagcagcaatccca-3′) commonly used for *Ing2* ^+^ and *Ing2^−^* loci, Ing2-R1 (5′-ttgccacatagtcatgaggacc-3′) for amplifying 118-bp product from *Ing2* ^+^ locus, and Ing2-R3 (5′-gatctctgtcacacagtatg-3′) for amplifying 158-bp product from *Ing2^−^* locus.

*p53*-deficient mice were previously described [41]. *p53* and *Ing2* double knockout mice (*p53^−^* ^/*−*^ *Ing2^−^* ^/*−*^) were generated as previously described by Hussain et al [66] for *p53* and *NOS2* double knockout mice.

### Quantitative real-time RT-PCR

Total RNAs were extracted from the whole testes of 8-week-old mice using Trizol (Invitrogen, Carlsbad, CA) according to the manufacturer's protocol. Five micrograms of total RNA were used for the synthesis of first strand cDNA using the SuperScript III First Strand cDNA Synthesis Kit (Invitrogen). To examine ING2 expression in various mouse organs, BD MTC Mouse Panel III was purchased from BD Biosciences (San Jose, CA). Real-time RT-PCR analysis was performed using ABI prism 7900 (Applied Biosystems, Foster City, CA) with Taqman Gene Expression Assays, purchased from Applied Biosystems; Ing2 (Mm00469833_m1), p53 (Mm00441964_g1, assay 1 in this study), p53 (Mm01337166-mH, assay 2 in this study), Asb4 (Mm00480830_m1), and Gzmn (Mm00461850_m1). GAPDH (Applied Biosystems, Mm99999915_g1) was used as internal control. Normalized or relative gene expression was calculated using the equation 2^−ΔCt^ or 2^−ΔΔCt^, respectively, where ΔCt = Ct(Gene)−Ct(GAPDH).

### Gross anatomical and histological examinations

Gross examination of organ weight and morphology on all mice necropsied at 2 weeks to 2 years of age. For routine histopathological examination all tissues were formalin-fixed, embedded in paraffin, sectioned at 5 µm and stained with hematoxylin and eosin (H&E).

### Western blotting

Testes and other organs were removed from 8-week-old mice. Mouse embryo fibroblasts were prepared by standard procedures. For Western blotting, tissues and cells were lysed in RIPA buffer (150 mM NaCl, 1% NP-40, 0.1% sodium deoxycholate, 1 mM EDTA, 0.1% SDS, 10 mM Tris-HCl, pH 7.5) containing complete protease inhibitors (Roche, Indianapolis, IN). Protein samples were run on SDS-polyacrylamide gels (4–20% gradient) (Invitrogen) and blotted onto 0.45-µm nitrocellulose membranes (Bio-Rad Laboratories, Hercules, CA). Membranes were blocked with 5% skim milk in Tris-buffered saline before incubation with primary antibodies: anti-HDAC1 (Millipore, Billerica, MA), anti-H3K4me3 (Abcam, Cambridge, MA), anti-mSin3A (Santa Cruz Biotechnology, Santa Cruz, CA), anti-PUMA (Novus Biologicals Inc), anti-p53 (Santa Cruz Biotechnology, and anti-ING2 [68]. Signals were detected according to standard procedures using ECL detection (Amersham Pharmacia Biotech, Piscataway, NJ). Quantitative image analysis of relative protein expression levels was performed using ImageJ 1.40 g software (http://rsb.info.nih.gov/ij/).

### Immunohistochemical Staining (IHC)

For IHC, testes were fixed in formalin. Antigen retrieval and immunochemical staining were performed as previously described [67] using EnVision System-HRP (DAB) (Dako Cytomation, Carpinteria, CA). Antibodies used for IHC were as follows: anti-AcH3K18 (Cell Signaling Technology, Danvers, MA), anti-AcH4K8 (Cell Signaling Technology), anti-AcH4K12 (Cell Signaling Technology), anti-γ-H2AX (Novus Biologicals Inc, Littleton, CO), anti-HDAC1 (Millipore), anti-p53 (Novocastra, Bannockburn, IL) and anti-ING2 (Sigma).

### TUNEL assay

For terminal deoxynucleotidyltransferase-mediated dUTP-biotin nick end labeling (TUNEL) analysis, formalin-fixed sections were deparaffinized, rehydrated, and pretreated with proteinase K. Apoptotic cells were detected using DeadEnd Colorimetric TUNEL system kit (Promega, Madison, WI) according to the manufacturer's instructions.

### Sperm counts and motility

For each mouse (8-, 16- and 24-week-old) whole epididymis and vas deferens were harvested, cut into 2-mm-long pieces, resuspended in 1 ml of buffer containing 75 mM NaCl, 24 mM EDTA and 0.4% bovine serum albumin. Pieces and sperm fluid were homogenized at 32°C for 10 min to dissociate somatic cells. Sperm cells remaining as a monodispersed suspension were counted on a hemocytometer.

### Testosterone assay

Blood was taken from 8- and 26-week-old male mice (five in each group) that were being housed singly, in separate cages. Female mice were being housed in separate cages of the same room at the time of blood sampling. Serum testosterone level was measured using ELISA kit (Alpha Diagnostic International, San Antonio, TX) according to the manufacturer's instructions.

### Flow cytometry

Testes were excised from 2- and 6-month-old mice (three mice in each group), decapsulated and crushed through 20-gauge needles and 70-µm cell strainers (BD Biosciences) in phosphate-buffered saline. Cells (2×10^6^) were treated with RNase and stained with propidium iodide using a Cycle Test Plus DNA reagent kit (Becton Dickinson, Franklin Lakes, NJ). All fluorescence-activated cell sorting data were analyzed using CELL Quest (version 3.3; Becton Dickinson).

### mRNA microarray analysis

Total RNA samples were isolated from whole testes of *Ing2* ^+/+^ (n = 3) and *Ing2^−^* ^/*−*^ (n = 5) mice at 2-3 months of age using Trizol (Invitrogen). Microarray analysis was performed using Affymetrix platform (Mouse Gene 1.0 ST Array). Data was RMA-normalized using Affymetrix Expression Console, annotated according to NetAffx release: 28 (2009-03-16) and summarized at the gene level. Resulting normalized and annotated probesets were imported into BRB Array Tools (http://linus.nci.nih.gov/BRB-ArrayTools.html). A Class Comparison analysis, based on a Two-sample *T*-test using the random variance model, yielded 1046 probesets differentially expressed between *Ing2^+/+^* and *Ing2^−/−^* testes (*P*<0.001, FDR<0.04). Of those, 300 were not associated with a named gene and were excluded from further analysis. 

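Of the 954 probe sets at an unadjusted p under 0.001 from limma, 642 carried exactly 1 gene symbol, 130 carried several symbols and 182 carried none in the annotation used, so that 312 stand for no single gene. Several symbols occur where near-identical genes share the probes, as in families of copies on the sex chromosomes. The 642 came from 567 genes with at least 1 such probe set, 181 higher and 386 lower in Ing2−/− testes. Srsy, with 19 probe sets that were all called lower, and Spef2 are examples of a gene met more than once.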

After further filtering for multiple occurrences of a gene ID, 619 unique genes remained, of which 381 were downregulated and 238 were upregulated.

### Bioinformatics analyses

To determine a cell type-specific expression of ING2 in mouse testis, ING2 expression values were extracted from the public Gene Expression Omnibus data repository (GEO, http://www.ncbi.nlm.nih.gov/geo/). A microarray dataset of testes from C57BL/6 mice (accession number GDS409) was interrogated. The expression values for ING2 probesets were identified within the normalized data files available at GEO, and they were subsequently plotted to generate graphical displays.

To examine whether ING2 expression levels are associated with spermatogenic defects and male infertility in humans, we used the datasets available at GEO and ArrayExpress (http://www.ebi.ac.uk/microarray-as/ae), which encompass microarray analysis of testes from men with low sperm count, morphologically abnormal sperm and/or impaired spermatogenesis. Meta-analysis was performed using the Nextbio database of curated and processed high-throughput data (http://www.nextbio.com) by querying for the search term “ING2” and filtering for “male infertility” or “azoospermia”. The analysis output consisted of individual microarray study results that showed differential ING2 expression for the tested comparisons in each dataset. For each microarray study, the fold change and p-value of ING2 for the comparison were indicated.

To compare between the existing datasets of spermatogenesis-associated profiles of gene expression and the differentially expressed genes identified by the mRNA microarray analysis in this study, the gene symbols were compiled into two genesets: upregulated (238) or downregulated (381) in *Ing2^−/−^* testes. These genesets were separately uploaded to GermOnline (http://www.germonline.org [23]), a database of microarray expression profiling data from experiments relevant for the mitotic and meiotic cell cycle, gametogenesis and fertility, from which corresponding expression values were extracted. Expression intensities of 98 and 138 genes were extracted from the upregulated and downregulated genesets, respectively. Expression intensities in Sertoli cells, spermatogonia, spermatocytes, spermatids and tubules were normalized to total testis and plotted separately for each geneset.

### Analysis of spontaneous tumors

Life span and spontaneous tumor incidence were determined in *Ing2^+/+^* and *Ing2^−/−^* mice. Mice with visible tumors and moribund mice showing weight loss or difficulties in moving were sacrificed upon detection. The remaining surviving mice were sacrificed at 24 months of age. Gross anatomical and histological examinations were performed as described above.

### Human subjects

The histology of Mouse testis was compared with human testis obtained from the Armed Forces Institute of Pathology at Water Reed Army Medical Center (AFIP). Use of the human organs was approved by the NIH Office of Human Subjects Research (OHSR) which issued an IRB Exemption (#4545) for the study. Immunohistochemical (IHC) staining of ING2 protein in a normal human testis section was done at the AFIP at Water Reed Army Medical Center.

## Supporting Information

Figure S1 **IHC staining of ING2 in normal human testis.** The rectangular area in (A) is enlarged in the (B). Scale bars are 200 µm in (A) and 100 µm in (B). The specimens in this figure and in Fig.1B were obtained from different individuals. (TIF) Click here for additional data file.

Figure S2 **Generation of** ***Ing2^−/−^*** **mice.** (A) Schematic representation of the targeting vector (pLoxpneoIng2), the wild-type *Ing2* locus and the targeted locus. *Ing2* exon 1, *Ing2* exon 2 and neomycin-resistant gene cassette (TA/neo) are shown as boxes. Red triangles indicate loxP sites. Cleavage sites by *Hind*III, *Not*I, *Xba*I and *Xho*I are also shown. See METHODS for details. (B) DNA genotyping by PCR. (C) Real-time quantitative RT-PCR analysis of ING2 mRNA expression in 8-week-old mouse testes. n = 3 per group. ING2 expression levels (normalized to GAPDH) are shown on a scale of 10^−4^. (D) Western blot analysis of ING2 protein expression in mouse embryo fibroblasts. (TIF) Click here for additional data file.

Figure S3 **Histological analysis of testes from** ***Ing2^+/+^*** **and** ***Ing2*** **^−^** ^***/*−**^ **mice at different ages.** Testes (T) at 2 weeks to 24 months of age, as well as epididymis (E) at 24 months of age, were examined by H&E staining. Scale bars, 200 µm. (TIF) Click here for additional data file.

Figure S4 **Real-time qRT-PCR analysis of Asb4 and Gzmn mRNA expressions.** The expression levels in *Ing2* ^−*/*−^ testes are shown as the relative values to those in *Ing2^+/+^* testes. Data are mean ± s.e.m. from n = 8 (*Ing2^+/+^*) or n = 14 (*Ing2* ^−*/*−^). *P<0.01, **P<0.001, Student's *t* test. (TIF) Click here for additional data file.

Figure S5 **Western blot analysis of H3K4me3, HDAC1 and mSin3A levels in various organs from 8-week-old** ***Ing2^+/+^*** **mice.** β-actin was a loading control. (TIF) Click here for additional data file.

Figure S6 **Immunohistochemical staining of PUMA protein.** Testis sections from 8-week-old *Ing2^+/+^* and *Ing2* ^−*/*−^ mice were used. Spermatogonias with positive PUMA staining [black arrows] were observed in both *Ing2^+/+^* and *Ing2* ^−*/*−^ testes. Abnormal spermatocytes were PUMA-positive in *Ing2* ^−*/*−^ testes (white arrowheads). Scale bars, 100 µm. (TIF) Click here for additional data file.

Figure S7 **Kaplan-Meier survival curves of *Ing2^+/+^* (*n* = 22) and *Ing2*^−^** ^***/*−**^ **(** ***n* = 28) mice.** *P* = 0.43, Log-rank test. (TIF) Click here for additional data file.

Figure S8 **Representative images of histiocytic sarcoma of liver and lung in** ***Ing2*** **^−^** ^***/*−**^ **mice.** Scale bars are 100 µm (left panels) and 50 µm (right panels). (TIF) Click here for additional data file.

Table S1 Selected genes differentially expressed in *Ing2* ^−*/*−^ testes. (DOC) Click here for additional data file.

Table S2 Somatic cell-derived transcripts upregulated by trichostatin-A treatment were not significantly changed in *Ing2* ^−/−^ testes. (DOC) Click here for additional data file.

Table S3 Histiocytic sarcoma arising in aging study. (DOC) Click here for additional data file.

Table S4 Incidence of non-malignant lesions in aging study. (DOC) Click here for additional data file.

Table S5 Degeneration of seminiferous tubules in aging study. (DOC) Click here for additional data file.

# Supplementary material for: Targeted Disruption of Ing2 Results in Defective Spermatogenesis and Development of Soft-Tissue Sarcomas
**Source:** PLoS One. 2010 Nov 19;5(11):e15541. doi: 10.1371/journal.pone.0015541
**Supplement:** Table S1 — Selected genes differentially expressed in Ing2 −/− testes.

**Table S1.** Genes differentially expressed in *Ing2-/-* testes (*P*<0.001, FDR<0.04) selected based on their known role in spermatogenesis.

| **Gene ID** | **Gene symbol** | **Gene title** | **Fold changea** |
| --- | --- | --- | --- |
| 69260 | Ing2 | inhibitor of growth family, member 2 | **-2.165** |
|  |  |  |  |
| **Spermatocyte differentiation at pachytene stage** | | |  |
| 65255 | Asb4 | ankyrin repeat and SOCS box-containing 4 | **-1.621** |
| 245839 | Gzmn | granzyme N | **-1.228** |
|  |  |  |  |
| **Later stages in spermatogenesis and spermiogenesis** | | |  |
| 57256 | Prss21 | protease, serine, 21 | **-1.009** |
| 624245 | Speer4e | spermatogenesis associated glutamate (E)-rich protein 4e | **-0.957** |
| 382301 | Sly | Sycp3 like Y-linked | **-0.952** |
| 360220 | Speer4d | spermatogenesis associated glutamate (E)-rich protein 4d | **-0.938** |
| 320277 | Spef2 | sperm flagellar 2 | **-0.927** |
| 71026 | Speer3 | spermatogenesis associated glutamate (E)-rich protein 3 | **-0.751** |
| 73526 | Speer4b | spermatogenesis associated glutamate (E)-rich protein 4b | **-0.720** |
| 75657 | Speer4a | spermatogenesis associated glutamate (E)-rich protein 4a | **-0.706** |
| 70009 | Ssty2 | spermiogenesis specific transcript on the Y 2 | **-0.619** |
|  |  |  |  |
| **Chromatin modifying or associated proteins** | | |  |
| 239122 | Setdb2 | SET domain, bifurcated 2 | **-0.766** |
| 22715 | Zfp57 | zinc finger protein 57 | **-0.694** |
| 64707 | Suv39h2 | suppressor of variegation 3-9 homolog 2 | **-0.567** |
| 212712 | Satb2 | special AT-rich sequence binding protein 2 | **-0.438** |
| 71777 | Ing3 | inhibitor of growth family, member 3 | **-0.438** |
| 192285 | Phf21a | PHD finger protein 21A | **-0.409** |
|  |  |  |  |

alog2 ratio (*Ing2-/-* testes / *Ing2+/+* testes)*.*

The full list of all differentially expressed genes has been deposited in NCBI's Gene Expression Omnibus (Edgar, et al., *Nucleic Acids Res* 30, 207-210, 2002) and is accessible through GEO Series accession number GSE18610 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE18610).

# Supplementary material for: Targeted Disruption of Ing2 Results in Defective Spermatogenesis and Development of Soft-Tissue Sarcomas
**Source:** PLoS One. 2010 Nov 19;5(11):e15541. doi: 10.1371/journal.pone.0015541
**Supplement:** Table S2 — Somatic cell-derived transcripts upregulated by trichostatin-A treatment were not significantly changed in Ing2 −/− testes.

**Table S2.** Somatic cell-derived transcripts upregulated by trichostatin-A treatmenta were not significantly changed in *Ing2*-/- testes.

| **Gene symbol** | **Gene title** | **Fold change**b | **Parametric**  ***P* value**c |
| --- | --- | --- | --- |
| Ghrl | ghrelin | -0.485 | 0.0028 |
| Col6a3 | collagen, type VI, alpha 3 | 0.175 | 0.0252 |
| Insl5 | insulin-like 5 | -0.172 | 0.0339 |
| Rln1 | relaxin 1 | 0.116 | 0.0490 |
| Drd4 | dopamine receptor 4 | 0.315 | 0.2158 |
| Lif | leukemia inhibitory factor | 0.098 | 0.2550 |
| Adcyap1r1 | adenylate cyclase activating polypeptide 1 receptor 1 | 0.098 | 0.2735 |
| Mbl2 | mannose-binding lectin (protein C) 2 | -0.080 | 0.4538 |
| Col16a1 | collagen, type XVI, alpha 1 | -0.052 | 0.6816 |
| Irf5 | interferon regulatory factor 5 | 0.003 | 0.8695 |
| Mbl1 | mannose-binding lectin (protein A) 1 | -0.017 | 0.8995 |

aFenic *et al*., *J. Androl.* 29: 172-185, 2008.

blog2 ratio (*Ing2-/-* testes / *Ing2+/+* testes)*.*

cGenes are sorted by *P* value of the univariate test. *P*≥0.001, not significant.

# Supplementary material for: Targeted Disruption of Ing2 Results in Defective Spermatogenesis and Development of Soft-Tissue Sarcomas
**Source:** PLoS One. 2010 Nov 19;5(11):e15541. doi: 10.1371/journal.pone.0015541
**Supplement:** Table S3 — Histiocytic sarcoma arising in aging study.

**Table S3.** Histiocytic sarcoma arising in aging study.

|  |  | ***Ing2+/+*** | ***Ing2-/-*** | ***P* valuea** |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| **Histiocytic sarcoma** | **Male** | 0/12 | 6/17 (35.3%) | **0.028** |
|  |  |  |  |  |
|  | **Female** | 1/10 (10%) | 2/11 (18%) | 1.000 |
|  |  |  |  |  |
|  | **Total** | 1/22 (5%) | 8/28 (29%) | 0.060 |
|  |  |  |  |  |

aFisher’s exact test.

# Supplementary material for: Targeted Disruption of Ing2 Results in Defective Spermatogenesis and Development of Soft-Tissue Sarcomas
**Source:** PLoS One. 2010 Nov 19;5(11):e15541. doi: 10.1371/journal.pone.0015541
**Supplement:** Table S4 — Incidence of non-malignant lesions in aging study.

**Table S4.** Incidence of non-malignant lesions in aging study.

| **Organ** | **Pathology** | ***Ing2+/+***  ***(n*=22)a** | ***Ing2-/-***  *(****n*=28)b** |
| --- | --- | --- | --- |
| | Adrenal | | --- | |  | |  | | Brain | |  | | Duodenum  Epididymis | |  | | Eye | |  | |  | |  | | Femur | |  | | Gall bladder | |  | | Harderian gland  Heart | |  | | Kidney | |  | |  | |  | | Liver | |  | |  | |  | |  | |  | | Lymph node, mesenteric  Lung | |  | |  | |  | |  | | Mammary gland | |  | | Nose | |  | | Ovary | |  | |  | | Pancreas | |  | |  | |  | | Parathyroid | |  | | Pituitary | |  | |  | |  | | Prostate | |  | | Salivary gland | | Seminal vesicles | |  | | Skin | |  | | Spinal cord | |  | | Spleen | |  | |  | |  | |  | |  | | Stomach | |  | |  | |  | | Testis | |  | |  | | Thyroid | |  | |  | | Tongue | |  | | Urinary bladder | |  | |  | | Uterus | |  | |  | | Vertebra | |  | | | Hyperplasia, subcapsularr cell | | --- | | Lipogenic pigment | |  | | Mineralization | |  | | Adenoma  Oligozoospermia | |  | | Cataract | | Keratitis | | Degeneration, retina | |  | | Arthropathy, stifle | |  | | Cyst, intramural | |  | | Adenoma  Cardiomyopathy | |  | | Cysts | | Glomerulonephropathy | | Hydronephrosis | |  | | Adenoma  Cirrhosis | | Hapatitis | | Inflammation, subacute | | Necrosis | | Vacuolation, hepatocellular | |  | | Hemangioma  Adenoma  Hemorrhage | | Lymphocytic infiltrate | | Pneumocystis carinii | | Pneumonia | |  | | Dilation, duct | | Hyperplasia | |  | | Hyalinosis | |  | | Adenoma, tubulostromal  Atrophy | | Cyst | | Hyperplasia | | Atrophy | | Hyperplasia, islet cell | | Lymphocytic infiltrate | |  | | Cyst, embryonic rest | |  | | Adenoma  Cyst | | Hyperplasia, pars distalis | | Hyperplasia, pars intermedia | |  | | Dilation, acinar | |  | | Arteritis | | Lymphocytic infiltrate | |  | | Dilatation, secretory | | Hemorrhage | |  | | Ulcer | |  | | Spongiosis/Vacuolation | |  | | Angiectasis | | Arteritis | | Extramedullary hematopoiesis | | Hyperplasia, lymphoid | | Hyperplasia, lymphoid, atypical | |  | | Dilatation, gland | | Hyperplasia | | Inflammation | |  | | Degeneration seminiferous tubules | | Hemorrhage | |  | | Adenoma  Cyst, embryonic rest | | Dilatation, follicle | |  | | Arteritis | |  | | Arteritis | | Dilatation | | Lymphocytic infiltrate | |  | | Fibrosis | | Hyperplasia, cystic endometrial | |  | | Hyperplasia granulocytic | | | 14/22 (64%) | | --- | | 7/22 (32%) | |  | | 8/22 (36%) | |  | | 0/22 (0%)  1/12 (8.3%) | |  | | 0/20 (0%) | | 3/20 (20%) | | 1/20 (5%) | |  | | 2/22 (9%) | |  | | 1/22 (5%) | |  | | 0/22 (0%)  3/22 (14%) | |  | | 5/22 (23%) | | 18/22 (82%) | | 0/22 (0%) | |  | | 3/22 (14%)  1/22 (5%) | | 1/22 (5%) | | 13/22 (59%) | | 0/22 (0%) | | 5/22 (23%) | |  | | 1/22 (5%)  3/22 (14%)  1/22 (5%) | | 19/22 (86%) | | 0/22 (0%) | | 3/22 (14%) | |  | | 1/10 (10%) | | 0/10 (0%) | |  | | 14/22 (64%) | |  | | 0/10 (0%)  4/10 (40%) | | 2/10 (20%) | | 0/10 (0%) | | 0/22 (0%) | | 18/22 (82%) | | 4/22 (18%) | |  | | 0/19 (0%) | |  | | 1/20 (5%)  1/20 (5%) | | 3/20 (15%) | | 6/20 (30%) | |  | | 8/12 (67%) | |  | | 1/22 (5%) | | 20/22 (91%) | |  | | 9/12 (75%) | | 1/12 (8%) | |  | | 0/22 (0%) | |  | | 0/22 (0%) | |  | | 1/22 (5%) | | 1/22 (5%) | | 5/22 (23%) | | 2/22 (9%) | | 0/22 (0%) | |  | | 0/22 (0%) | | 4/22 (18%) | | 1/22 (5%) | |  | | 1/12 (8.3%) | | 0/12 (0%) | |  | | 0/22 (0%)  0/22 (0%) | | 3/22 (14%) | |  | | 1/22 (5%) | |  | | 1/22 (5%) | | 0/22 (0%) | | 10/22 (45%) | |  | | 1/10 (10%) | | 5/10 (50%) | |  | | 2/22 (9%) | | | 11/28 (39%) | | --- | | 12/28 (43%) | |  | | 7/28 (25%) | |  | | 1/28 (4%)  17/17 (100%)** | |  | | 2/28 (7%) | | 5/28 (18%) | | 2/28 (7%) | |  | | 6/28 (21%) | |  | | 0/28 (0%) | |  | | 6/28 (21%)*  5/28 (18%) | |  | | 3/28 (11%) | | 23/28(82%) | | 1/28 (4%) | |  | | 4/28 (14%)  0/28 (0%) | | 1/28 (4%) | | 15/28 (54%) | | 3/28 (11%) | | 4/28 (14%) | |  | | 0/28 (0%)  1/28 (4%)  0/28 (0%) | | 25/28 (89%) | | 1/28 (4%) | | 6/28 (21%) | |  | | 0/10 (0%) | | 2/10(20%) | |  | | 17/28 (61%) | |  | | 1/11 (9%)  6/11 (55%) | | 1/11 (9%) | | 2/11 (18%) | | 1/28 (4%) | | 18/28 (64%) | | 2/28 (7%) | |  | | 1/26 (4%) | |  | | 2/26 (8%)  2/26 (8%) | | 0/26 (0%) | | 7/26 (35%) | |  | | 3/15 (20%)* | |  | | 1/28 (4%) | | 20/28 (71%) | |  | | 9/17 (53%) | | 1/17 (6%) | |  | | 1/27 (4%) | |  | | 2/28 (7%) | |  | | 0/28 (0%) | | 0/28 (0%) | | 6/28 (21%) | | 1/28 (4%) | | 7/28 (25%)* | |  | | 2/28 (7%) | | 5/28 (18%) | | 0/24 (0%) | |  | | 17/17 (100%)** | | 1/17 (6%) | |  | | 1/28 (4%)  2/28 (7%) | | 9/28 (32%) | |  | | 0/28 (0%) | |  | | 0/28 (0%) | | 2/28 (7%) | | 9/28 (32%) | |  | | 0/11 (0%) | | 8/11 (73%) | |  | | 0/24 (0%) | |

a10 female and 12 male.

b11 female and 17 male.

**P*<0.05, ***P*<0.001, Fisher’s exact test.

# Supplementary material for: Targeted Disruption of Ing2 Results in Defective Spermatogenesis and Development of Soft-Tissue Sarcomas
**Source:** PLoS One. 2010 Nov 19;5(11):e15541. doi: 10.1371/journal.pone.0015541
**Supplement:** Table S5 — Degeneration of seminiferous tubules in aging study.

**Table S5.** Degeneration of seminiferous tubules in aging study.

| **Grade** | ***Ing2+/+***  ***(n*=12)** | ***Ing2-/-***  ***(n*=17)** |
| --- | --- | --- |
| 1(+), Minimal   | 2(+), Mild | | --- | | 3(+), Moderate | | 4(+), Severe |   Total | | 0/12 (0%) | | --- | | 0/12 (0%) | | 1/12 (8%) | | 0/12 (0%) |   1/12 (8%) | | 0/17 (0%) | | --- | | 0/17 (0%) | | 4/17 (24%) | | 13/17 (76%)** |   17/17 (100%)** |

***P*<0.001, Fisher’s exact test.

How the deposited data were processed for this re-analysis (not part of the article)

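Gene expression was measured in whole testis RNA of 3 Ing2+/+ and 5 Ing2−/− mice of 2 to 3 months on Affymetrix Mouse Gene ST arrays, 1 array per mouse, none pooled. The authors made the deposited log2 values with RMA in Affymetrix Expression Console, whose version is not given in the sources used here, and annotated them with NetAffx; RMA corrects background, normalizes between arrays and summarizes the probes of each probe set. The values are on the log2 scale and not centred by gene, with array medians of 6.45, 6.45 and 6.41 in Ing2+/+ and 6.46, 6.48, 6.53, 6.47 and 6.50 in Ing2−/− testes, and the scanner files they were made from were not used here. RMA brings arrays to a common distribution, so a change in the total amount of RNA per testis or per cell leaves no trace in the values, and every level is relative to the other transcripts of the same testis. No column of values was left out.

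Probe sets were named through the platform annotation, whose symbols were updated through gene identifiers with the gene table of GRCm38.p6 for 21698 of the 21789 probe sets with 1 symbol; no coordinates are printed, since the build of the annotation differs. The table was also used for which genes neighbour Ing2. A probe set with several symbols names no gene here, and one without a symbol is unnamed here, not without a gene. Trp53, Bax, Rhox5, Sly, Ssty2, Speer4d, Speer4e, Gapdh, Insl3, Cdkn1a and Slx were for these reasons not analysed here.

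The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no covariate), with Benjamini-Hochberg adjustment over all 35557 probe sets and calls at an adjusted p under 0.05; the unadjusted p under 0.001 of the methods was counted beside it. The prior had 2.85 degrees of freedom. Lists of genes were compared with all other genes by camera with a preset correlation between genes of 0.01, adjusted over the 21 lists; camera with an estimated correlation and fry, which tests whether the genes of a list move one way on balance, were run beside it. Of the 21 lists, 15 passed camera, 7 up and 8 down; 0 passed with an estimated correlation. By fry 10 passed, without the lists of pachytene spermatocytes, round and elongating spermatids, Sertoli cells and Leydig cells. The score of a list in an array is the mean over its genes of the level minus the mean of the Ing2+/+ arrays. Single values were compared by exact permutation of the 56 splits of the 8 arrays into 3 and 5. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

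The mapping of samples, the design, the gene lists, the rule for named genes and all alternatives but one were fixed before the data were examined. The lists were markers of spermatogonia, of meiotic recombination and the synaptonemal complex, of pachytene spermatocytes, of round spermatids, of elongating spermatids and sperm, of Sertoli, Leydig, peritubular myoid and endothelial cells, of macrophages and of the epididymis; p53 target genes; the Ing family and Sin3-HDAC complex; histone methyltransferases and deacetylases; Y chromosome genes; X-linked multicopy spermatid genes; the Speer family; and the 4 lists of Tables S1 and S2. Markers came from general knowledge of the testis, and a few genes stand in 2 lists. Genes named in the text are Ing2 and the genes of Tables S1 and S2, whose values in the paper's tables had been seen; the 12 largest increases and 12 largest decreases among called genes whose 5 Ing2−/− arrays all lie on 1 side of the 3 Ing2+/+ arrays; up to 4 called members of each list with the largest change, or the 2 with the smallest p where none was called; and Trp53, Bbc3, Hdac1, Sin3a, Gapdh and Actb, which the paper measured by other assays or used as references.

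The fits were tested on simulated data built from the real levels of the 35557 probe sets and their variances for 5 against 3 arrays. Limma called 34.3% of 67 probe sets changed by 0.5 on the log2 scale, 74.6% of 67 changed by 1 and 97.0% of 66 changed by 2, and 11 of its 148 calls were unchanged probe sets. The real fit called 1713 probe sets, so its adjusted threshold was less strict than in the simulation. These shares are therefore not the power of the real fit. The precision is limited by the number of arrays. Alternatives were the replicate number as a block, each array left out, only probe sets above the median level, only probe sets with 1 symbol, cyclic loess on top of RMA, a shift of each array to an equal median of Sertoli markers, the random variance model of the methods, an intensity trend with robust estimation, the variance of each probe set alone, array weights, the mean of all probe sets of a gene, both other list tests, and a minimum change of 1.5-fold; a measure of the cell mix as a covariate was added later. The comparison with GermOnline profiles was not repeated, since those profiles were not used here.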

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

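The tests of hybridization quality, of the cell mix, of neighbouring genes elsewhere in the genome and of the chromosome of Ing2 were chosen only after the results they test had been seen. Within the 5 Ing2−/− arrays, the gap between the most distant array and its nearest neighbour was compared with the range of the group, which for about 1 in 20 groups passes the limit by chance. Replicate 3 passed it in its mean correlation with the other Ing2−/− arrays (0.823 of the range), and in its list scores for round spermatids (0.721), Sertoli cells (0.717), peritubular myoid cells (0.729) and histone methyltransferases and deacetylases (0.790), which were 4 of 21 lists. Of 78 named genes, 5 passed, Cypt1 (0.876) and Emb (0.792) through replicate 3, Scd1 (0.768) through replicate 2, Mdga2 (0.769) through replicate 4 and 1700061I17Rik (0.742) through replicate 1. At an unadjusted p under 0.001 the genotypes also differed in 182 probe sets without a gene symbol, where the paper left out those without a named gene, and in 130 with several, with no control samples other than the Ing2+/+ arrays to set them against.

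Ing2−/− replicate 3 stands apart in its whole profile. Epididymis tissue on that array is argued against, since epididymal markers differed from the other 4 Ing2−/− arrays by −0.10 in the median (log2). The epididymal score was highest in replicate 4, at 0.40, against −0.05 in replicate 3. A poorer hybridization stays open: the interquartile range and the unannotated probe sets of replicate 3 lay at most 0.160 widths outside the range of the other 7 arrays, but RMA sets the spread of every array. Fewer spermatids in that testis stay open, since both spermatid lists (2 of 2) were lowest there. A different mix of cells between the testes is a candidate explanation for the called genes as well: with replicate 3 left out of the calls, the median lower gene changed 1.97 times as much in it as in the other Ing2−/− arrays and the median higher gene 2.26 times as much, where the Sertoli list changed 3.02 times, the round spermatid list 3.29 times and the elongating spermatid list 3.82 times as much; unchanged arrays, simulated 20 times against the same Ing2+/+ arrays, gave ratios of 0.565 and 0.562 for as many genes. The paper's flow cytometry points to a different cell mix between the genotypes, but not to which called genes follow from it. The labels give replicate 3 no condition of its own, so a milder or stronger defect of single Ing2−/− mice stays open and untested.

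Genes next to Ing2 were called more often than others. Among 40 neighbouring genes, 20 on each side, 7 were called (17.5%) against 4.95% of 19898 others (Fisher's exact test, p = 0.00326), and 15 (37.5%) against 16.4% without replicate 3; limma called 0 of them without any 1 Ing2+/+ array and 3 without Ing2−/− replicate 1 or 5. The allele was made in 129/Sv cells and bred with C57BL/6J mice, so linked 129/Sv alleles may account for it, whether through expression or through probes that a variant disturbs. A general tendency of neighbouring testis genes to change together is argued against, since 0.821% of 17664 windows of 40 genes elsewhere held as many called genes. An effect of the targeted locus on its neighbours was not tested. The 7 genes, named after their values were seen, are Rwdd4a (−0.68), Trappc11 (0.54), Tenm3 (−0.72), Spcs3 (0.28), Gpm6a (−0.40), Ccdc110 (−1.26) and Fbxo8 (0.32). The Ing2−/− level of Gpm6a (5.12) lies below the median of the probe sets without a gene symbol, so the size of its change is not exact.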

How the results depend on the processing

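Of all alternatives, only the cell mix as a covariate (Sertoli score minus the mean of both spermatid scores) was chosen after the data had been seen. That measure separates the genotypes without overlap, so calls lost with it cannot tell the cell mix from the genotype. Of the 56 splits into 3 and 5 arrays, only the real one reached its 954 probe sets at an unadjusted p under 0.001. The highest other count was 184. Chance is thus argued against but not excluded, since 56 splits cannot give a p below 0.0179. The other splits also mix the genotypes, which can lower their counts. The count of 954 became 620 for probe sets above the median level and 1881 with an equal Sertoli median. It became 531 with the variance of each probe set alone and 2385 with array weights. The 548 genes at that unadjusted p became 988, 349 and 1549 under the last 3 of these settings. The 993 called genes became 1647 with only probe sets of 1 symbol, 14219 with an equal Sertoli median, 142 with the variance of each probe set alone, 4108 with array weights, 423 at 1.5-fold or more and 116 with the cell mix as a covariate, 88 of them shared with the 993. Probe sets of 1 symbol alone mean fewer tests, but the 548 genes at an unadjusted p under 0.001 also became 657 there. The 7 called genes next to Ing2 became 29 with an equal Sertoli median, 0 with the variance of each probe set alone and 15 with array weights, and the 15 gene lists 0 with an estimated correlation. Leaving out 1 array gave 386 to 1980 probe sets and 204 to 1349 genes at an unadjusted p under 0.001, 40 to 3287 called genes, 0 to 15 next to Ing2, 13 to 17 lists and a log2 fold change of Ing2 from −2.25 to −2.09, which was called each time; without Ing2−/− replicate 3 all 993 genes were still called. Array weights gave that array 0.212, against 0.851 to 2.05 for the others. An equal Sertoli median, which lowers every Ing2−/− array by construction, turned the medians of Sertoli (−0.11), Leydig (−0.067), endothelial (−0.41), macrophage (−0.29), p53 target (−0.36), Ing and Sin3 (−0.42) and histone methyltransferase and deacetylase genes (−0.42), and Kdr (−0.10), Irf5 (−0.58), Bbc3 (−0.54) and Actb (−0.44). No other value that passed the test under either setting turned. Values that passed under neither also changed sign there, Sin3a, Mrc1, Cd68, Myl9, the Table S2 genes above 0 and the other list medians above 0 among them; under single other settings so did Irf5, Mbl1, Col16a1 and the epididymal and Table S2 list medians, all close to 0, and with the cell mix as a covariate Drd4, Myl9, Col16a1, Irf5 and Hdac1. Apart from the replicate block, Ing2 was called under every setting it has a value for; its mean over all 8 arrays, which the Ing2−/− arrays lower, is below the median of probe sets, so the filter on dim probe sets gives none. With the replicate number as a block, which leaves numbers 1, 2 and 3 to carry the comparison, 367 probe sets and 138 genes passed the unadjusted p, and limma called 0 genes (4514 at an unadjusted p under 0.05), 0 of them next to Ing2, with Ing2 at −2.15 (adjusted p = 0.0612, the smallest of all). The numbers do not pair the mice: same-numbered arrays deviated together with r of −0.07, 0.13 and −0.05, and only 1 of 3 correlated best with its own number. Total counts within 1.5 times of those given here came from cyclic loess, the random variance model, an intensity trend with robust estimation and the mean of all probe sets. By direction, the 601 lower called genes became 905 with cyclic loess. The 392 higher ones became 224 with an intensity trend and robust estimation, and 657 for probe sets above the median level. Apart from what the construction of a setting shows, the cause was not tested.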

Differences from the paper's values

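For Speer4a the log2 fold change was −0.53 (SE 0.0872), where the paper's value is −0.706. Of the alternatives, cyclic loess (−0.60) came closest, followed by the fit without Ing2+/+ replicate 1 (−0.57). For Speer4b it was −1.06 (SE 0.187), a larger decrease than the paper's value, and the cell mix as a covariate (−0.65) came closest. For Setdb2 it was −0.41, where the paper's value is −0.766, and no alternative comes within the error. The unadjusted p of Ghrl was 8.30e-04 from limma, where the paper's value is 0.0028; the difference closes with the replicate block, without Ing2+/+ replicate 1 or 3, without Ing2−/− replicate 2 or 5 and with the variance of each probe set alone (0.00280), and not under the others. For Rln1 it was 0.0910 from limma, where the paper's value is 0.0490; the variance of each probe set alone (0.0502) closes the difference. With an equal Sertoli median the p (0.0361) comes close too, but for a log2 fold change of −0.46, opposite to the paper's direction, so the difference is not closed, and the others do not close it either. For Drd4 it was 0.140 from limma, where the paper's value is 0.2158; it closes without any 1 Ing2+/+ array, without Ing2−/− replicate 5, with cyclic loess, with an intensity trend and robust estimation, with array weights and with the variance of each probe set alone (0.216), and not under the others.

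The paper lists Setdb2 among the genes that pass its threshold; here its unadjusted p was 0.00307 and its adjusted p 0.0544 from limma. It was called when adjusted over its lists alone, without Ing2−/− replicate 3 or 4, for probe sets above the median level, for probe sets of 1 symbol, with cyclic loess, with an equal Sertoli median and with array weights, and its unadjusted p lay under the paper's threshold without Ing2−/− replicate 4 (7.47e-04) and with an equal Sertoli median (4.72e-04). The paper lists Prss21 at the same threshold; here its unadjusted p was 0.00100, just above it, and its adjusted p 0.0373, and its unadjusted p lay under it without Ing2−/− replicate 1 or 3, for probe sets above the median level, for probe sets of 1 symbol, with cyclic loess, with an equal Sertoli median and with array weights. The paper lists Spef2 there too; the unadjusted p of its brightest probe set was 0.00125, 13 of its 22 probe sets lay under the threshold, and the brightest lay under it without Ing2−/− replicate 3 or 4, for probe sets of 1 symbol, with cyclic loess, with an equal Sertoli median, with array weights and with the mean of all its probe sets. The paper states that no transcript of Table S2 changed significantly. At the paper's threshold Ghrl passes here by limma, and the other 10 of the 11 do not. With the variance of each probe set alone, the unadjusted p of Ghrl (0.00280) lay above that threshold. That setting also gave unadjusted p-values close to the paper's for Col6a3 (0.0253), Drd4 (0.216) and Mbl2 (0.454), and less close for Insl5 (0.0379). A different test behind Table S2 may thus account for the difference in Ghrl.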

Other observations

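Of 20 X-linked multicopy spermatid genes, 5 have a probe set of their own, and limma called 4 of them lower in Ing2−/− testes (adjusted over the list alone, 5), Cypt3 (−0.83, SE 0.193), Cypt1 (−0.70, SE 0.155), Actrt1 (−0.68, SE 0.158) and Ssxb3. The Ing2−/− level of Ssxb3 (4.47) is below the median of the probe sets without a gene symbol and its Ing2+/+ level is 5.70, so its log2 fold change of −1.24 (SE 0.193) is not exact. The list had a median log2 fold change of −0.70 (adjusted p = 7.39e-05 from camera; adjusted p = 0.292 with an estimated correlation), and lower scores in all 5 Ing2−/− arrays, −1.18 in replicate 3 against −0.69 in the others. Of 8 measured Y chromosome genes, limma called Zfy1, a zinc finger protein of spermatocytes and spermatids, lower at −0.33 (SE 0.0647, adjusted p = 0.0313) and none higher (adjusted over the list alone, 1 lower). The score of the Y chromosome list was 0.14 in Ing2−/− replicate 3, against −0.14 in the others. Its median log2 fold change was −0.17 (adjusted p = 0.0554 from camera), and it passed without Ing2+/+ replicate 2 or 3 or Ing2−/− replicate 3 or 5, with adjusted p-values from 0.0399 to 0.129 over the fits that leave out 1 array. The Y chromosome list also passed with the variance of each probe set alone (adjusted p = 0.0417 from camera). The calls of these 4 X-linked genes and of Zfy1 were lost without any 1 of the 3 Ing2+/+ arrays, with adjusted p-values of up to 0.165. Those of Cypt3 and Actrt1 were also lost without Ing2−/− replicate 1, 2 or 5, that of Cypt1 without Ing2−/− replicate 1, 2, 4 or 5 and that of Zfy1 without Ing2−/− replicate 1 or 5. All 5 were lost with the variance of each probe set alone, and with the cell mix as a covariate (adjusted p from 0.146 to 0.402), where Cypt3 had −0.44, Cypt1 −0.30 and Actrt1 −0.27. Over all alternatives the smallest decrease of Ssxb3 was −1.01 and that of Zfy1 −0.29, so both kept more of their change with that covariate. Cypt3, Cypt1 and Actrt1 also lost their calls with an intensity trend and robust estimation. The Y-linked Srsy was lower in 19 of 19 probe sets, from −1.64 to −0.91.

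The paper measured p53, HDAC1 and mSin3A by other assays. Of 22 measured p53 target genes, limma called Zmat3, an RNA-binding protein, lower at −0.68 (SE 0.127, adjusted p = 0.0269), and none higher (adjusted over the list alone, 5 higher and 1 lower; 10 higher at an unadjusted p under 0.05, 0 by the random variance model). The call of Zmat3 was lost without any 1 of the 3 Ing2+/+ arrays or Ing2−/− replicate 5 (adjusted p of up to 0.112), with the variance of the probe set alone, and with the cell mix as a covariate, where it had −0.41 (adjusted p = 0.189). The list's median was 0.24 (adjusted p = 0.0168 from camera; adjusted p = 0.344 with an estimated correlation), opposite to its called member. Its score was 0.33 in Ing2−/− replicate 3 against 0.16 in the others, and its median was 0.15 without that array. Its adjusted p was 0.0524 among probe sets above the median level, and its direction turns with an equal Sertoli median. Bbc3, which encodes PUMA, had 0.05 (SE 0.0676, adjusted p = 0.685). Its mean levels were 5.56 in Ing2+/+ and 5.61 in Ing2−/− testes. The medians of the probe sets without a gene symbol were 5.47 to 5.51 and 5.54 to 5.62. Bbc3 is thus not shown to be above background, and its value does not show that the transcript was unchanged. Hdac1 had −0.09 (SE 0.0705, adjusted p = 0.442) and Sin3a 0.22 (SE 0.0788, adjusted p = 0.115). Without Ing2−/− replicate 3, Hdac1 had −0.05. Actb, the paper's loading control at the protein level, had 0.15 (SE 0.0691, adjusted p = 0.198), and its direction and those of Bbc3 and Sin3a turn with an equal Sertoli median.

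The lists of 5 somatic cell types had median log2 fold changes above 0 in Ing2−/− testes, from 0.19 for endothelial to 0.52 for Leydig cells. A lower share of germ cell RNA alone would raise them alike. The 5 lists differed among each other by more than the spread of their genes (permutation test of the Kruskal-Wallis statistic over genes, p = 1.30e-04). That test takes the genes as independent, though they were measured in the same mice, so it cannot decide the question. The Sertoli and Leydig scores lay above the myoid, endothelial and macrophage scores in each Ing2−/− array. The comparison of the lists has a further limit, since arrays measure smaller changes for dim genes. The lists with the lowest medians, endothelial and myoid, have median Ing2+/+ levels of 6.24 and 7.61 (log2). Those of the Sertoli and Leydig lists are 8.28 and 8.95. The macrophage list goes the other way: at a level of 6.73 it is dimmer than the myoid list, but its median change (0.31) is larger than the myoid one (0.22). The paper reports Leydig cell hyperplasia in Ing2−/− testes by histology, which the Leydig list cannot tell from a rise per cell. A lower share of germ cells, alone or together with more Leydig cells or a further rise of transcripts in Sertoli and Leydig cells, stays open.

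The hypothesis that linked 129/Sv alleles account for the lower genes that changed alike in replicate 3 and the other Ing2−/− arrays was tested after the result had been seen. Of 204 such genes, 2.94% lay on the chromosome of Ing2, against 6.40% of 1329 other lower genes (Fisher's exact test, p = 0.0554), so they were not enriched there and the hypothesis is argued against.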
